# Genome-wide expression profiling and phenotypic evaluation of European maize inbreds at seedling stage in response to heat stress

**DOI:** 10.1186/s12864-015-1282-1

**Published:** 2015-02-25

**Authors:** Felix P Frey, Claude Urbany, Bruno Hüttel, Richard Reinhardt, Benjamin Stich

**Keywords:** Climate change, Zea mays, Heat tolerance, Genetic variation, Transcriptome, Natural phenotypic diversity

## Abstract

**Background:**

Climate change will lead in the future to an occurrence of heat waves with a higher frequency and duration than observed today, which has the potential to cause severe damage to seedlings of temperate maize genotypes. In this study, we aimed to (I) assess phenotypic variation for heat tolerance of temperate European Flint and Dent maize inbred lines, (II) investigate the transcriptomic response of temperate maize to linearly increasing heat levels and, (III) identify genes associated with heat tolerance in a set of genotypes with contrasting heat tolerance behaviour.

**Results:**

Strong phenotypic differences with respect to heat tolerance were observed between the examined maize inbred lines on a multi-trait level. We identified 607 heat responsive genes as well as 39 heat tolerance genes.

**Conclusion:**

Our findings indicate that individual inbred lines developed different genetic mechanisms in response to heat stress. We applied a novel statistical approach enabling the integration of multiple genotypes and stress levels in the analysis of abiotic stress expression studies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1282-1) contains supplementary material, which is available to authorized users.

## Background

Silage maize (*Zea mays L.*) is of increasing importance [1] as predominantly used biogas substrate in Germany [2]. Sowing in early summer after cereals leads to an exposure of the seedlings to high temperature and potentially heat stress [3]. Temperate maize genotypes are severely damaged when temperature rises over an optimum level [4] and yields of maize are heavily reduced at temperatures above 30°C, which was shown for US maize germplasm [5]. Besides the seedling stage, heat stress during flowering and corn filling as well has severe impacts on maize cultivation [6].

Climate predictions suggest that the mean global temperature and variance of the temperature are expected to increase in the future [7]. This will cause globally in the future an occurrence of heat waves with a higher frequency and duration than observed today [8]. This in turn leads in the future to an increase of the duration and intensity of heat stress situations in cropping systems.

In response to heat stress, plants show various symptoms, including scorching (burning) of leaves as well as growth inhibition and reduction of yield [9], which also has been reported for maize in temperate regions [4]. Improving maize genotypes to be able to cope with high temperatures leads to high reduction of yield losses due to climate change [10]. In this respect, the development of heat tolerant varieties is a major challenge for plant scientists and is of crucial importance for future maize cropping in temperate regions. The latter can be facilitated by gaining knowledge of the molecular basis of heat response and tolerance in maize. Furthermore, knowledge on the heat tolerance of European Flint and Dent lines is rare and highly valuable for plant breeding.

Recently, the understanding of the molecular response upon heat stress in plants in general and in maize in particular has increased (see reviews of [9,11] and [12]). The primarily major adverse effects of heat stress on plants are the decreased stability of membranes [13] and proteins, the excessive production of reactive oxygen species, a loss of cellular water, and an alteration of enzymatic reactions [12]. These changes lead especially to oxidative stress, impairment of metabolite synthesis, disturbed osmotic potential, and cell organization, to leaf burning, premature senescence, reduced growth, and cell death [12]. To cope with these adverse effects, plants developed several heat tolerance mechanisms (reviewed by [14]). They include the alteration of signaling cascades and transcriptional control, increasing production of antioxidants [15-17] and osmoprotectants, as well as the expression of stress proteins [12], especially heat shock proteins. We hypothesize that increasing heat stress is followed by a strong common transcriptomic response across different maize genotypes and that, however, certain genes exist, which are differentially regulated between genotypes with different heat tolerance.

Despite the high number of studies examining the molecular response of plants upon heat stress, most of the studies focused on the heat response of one or few genotypes and, thus, results are based on a narrow genetic background. Furthermore, to the best of our knowledge, all previous studies compared one standard condition with one heat level, but information about the behaviour of genotypes across a gradient of heat conditions is missing.

The objectives of this study were to (I) assess phenotypic variation for heat tolerance of temperate European Flint and Dent maize inbred lines, (II) investigate the transcriptomic response of temperate maize to linearly increasing heat levels and, (III) identify genes associated with heat tolerance in a set of genotypes with contrasting heat tolerance behaviour.

## Methods

### Plant material

This study was based on four Dent (S058, S067, S070, P040) and four Flint (L043, L017, L023, L012) maize inbred lines from the University of Hohenheim, Germany. These inbreds have been selected from an experiment studying the phenotypic reaction of 74 European maize inbreds upon low and high temperature conditions during seedling stage [3]. Out of this set, we selected four heat tolerant (S058, S067, L043, L012) and four heat susceptible (L023, L017, S070, P040) (each two dent and two flint) inbreds for our study.

### Phenotypic evaluation

#### Experimental conditions and assessed traits

Seeds were sown in soil (50% ED73, 50% Mini Tray (Einheitserde- und Humuswerke, Gebr. Patzer GmbH & Co. KG, Sinntal-Altengronau, Germany)) in single pots (9 cm edge length) with *n*=10 replications. The experimental design was a randomized complete block design. The plants were grown at 25°C during a 16h light period and at 20°C during a 8h dark period for a total of three weeks in a walk-in growth chamber (Bronson Incubator Services B.V., Nieuwkuijk, Netherlands). Relative humidity was set to 60%. Photosynthetic active radiation, emitted by fluorescent tubes, was between 270 - 280 μmol *m*^−2^*s*^−1^ in the canopy of the plants to avoid any type of radiation stress, which could be observed with higher light intensities, especially for the Flint germplasm of our study. Watering was conducted every morning to avoid drought stress.

Leaf growth rate was calculated as follows: the length of the fourth leaf from the shoot base to the leaf tip was measured daily for a period of three days during the stage of linear growth. The slope of a linear trendline of leaf length measurements vs. time represented the leaf growth rate. Twenty days after sowing, leaf greenness (SPAD-502, Minolta Corporation, Ramsey, NJ, USA) was assessed as the average value of four readings on the leaf blade of the latest fully developed leaf. Further, the leaf temperature was assessed with an infrared thermometer (Optris LaserSight, Optris GmbH, Berlin, Germany). The plant height from the shoot base to the point where the youngest leaf detached from the older leaf’s sheath and the number of leaves per plant with visible leaf ligule were recorded. A total of 21 days after sowing, shoot dry weight was determined. The above outlined experiment was repeated at two further heat levels, where the temperature was increased after six days to induce heat stress. The mild heat level was at 32°C at day and 27°C at night, the strong heat level was at 38°C at day and 33°C at night. The studied heat levels were chosen such that similar levels of heat stress can be expected in field experiments in Europe.

#### Data analysis

Adjusted entry means for each inbred line - trait - heat level combination were calculated as best linear unbiased estimates using the mixed model

(1) $$ \begin{array}{l}{Y}_{ik}=\mu +{I}_i+{R}_k+{e}_{ik}\kern1em ,\end{array} $$

separately for each heat level, where *Y*_*ik*_ was the observed value for the *i*^*th*^ inbred in the *k*^*th*^ replication, *μ* the general mean *I*_*i*_ the effect of the *i*^*th*^ inbred line, *R*_*k*_ the effect of the *k*^*th*^ replication, and *e*_*ik*_ the residual error. The replications can be seen as a sample of total number of possible replications and, thus, *R*_*k*_ was considered as random factor. The inbred lines were selected specifically for this project and, thus, *I*_*i*_ was considered as a fixed effect.

A principal component (PC) analysis of the adjusted means of the six traits of the eight inbred lines at three heat levels was performed to characterize the overall reaction of the inbred lines at different heat levels. Correlations between the trait means and the first PC (PC1) of the 24 inbred line - heat level combinations were calculated as described by [18]. As a measure of heat susceptibility, the heat susceptibility index (HSI) was defined as the slope of a linear trendline of the loading of an inbred line on PC1 versus the three studied heat levels. Heat susceptible inbred lines were characterized by a high HSI, where heat tolerant inbreds had a low HSI.

To estimate the genotypic variance $$ {\sigma}_I^2 $$ and the residual error variance $$ {\sigma}_e^2 $$ of the experiment, a further analysis was conducted using model (1) with the genotype effect *I*_*i*_ as random. For each trait, the repeatability *H*^2^ of the results at the three heat levels was calculated using the formula

(2) $$ \begin{array}{l}{H}^2=\frac{\sigma_I^2}{\sigma_I^2+\frac{\sigma_e^2}{n}}\kern1em .\end{array} $$

To check the significance of the effects of the inbred lines, heat levels and the interaction of inbreds and heat levels, a combined model across all heat levels

(3) $$ \begin{array}{l}{Y}_{ijk}=\mu +{I}_i+{H}_j+{(IH)}_{ij}+{R}_{jk}+{e}_{ijk}\kern1em \end{array} $$

was fitted, where *Y*_*ijk*_ was the observed value for the *i*^*th*^ inbred in the *k*^*th*^ replication in the *j*^*th*^ heat level, *H*_*j*_ was the effect of the *j*^*th*^ heat level, (*IH*)_*ij*_ the effect of the interaction between the *i*^*th*^ inbred line and the *j*^*th*^ heat level, *R*_*jk*_ the effect of replication *k* nested in heat level *j*, and *e*_*ijk*_ the residual error. The heat level, inbred line and the interaction effect were set as fixed effects, whereas the replication effect was set as random. All mixed model analyses were performed using the software ASReml [19].

### Transcriptome sequencing

#### Sample preparation and RNA sequencing

At the end of the previously described growing period, leaf samples of the inbred lines were collected at the three heat levels with *n*=10 replications at each of the three heat levels. A sample of about 0.5 cm^2^ was cut from the centre of the latest fully developed leaf of each plant, immediately frozen in liquid nitrogen, and stored at −80°C. The leaf tissue of five replications was pooled to a total of two replications for each genotype - heat level combination to reduce biological variation for the following RNA sequencing. This resulted in a total of 47 samples (the sample for one replication of a genotype - heat level combination was missing). Total RNA was isolated using the RNeasy Plant Kit (Qiagen, Hilden, Germany). RNA quantity was assessed and quality control was performed using a Qubit fluorometer (Life Technologies, Darmstadt, Germany) and the 2100 Bioanalyzer (Agilent Technologies, Böblingen, Germany). DNA was removed using the TURBO DNA free Kit (Ambion, Kaufungen, Germany) and the solution was purified using the RNeasy ^*Ⓡ*^ MinElute ^*Ⓡ*^ Cleanup spin columns (Qiagen). rRNA was depleted prior to sequencing using the RiboMinus™Plant Kit (Invitrogen, Life Technologies, Darmstadt, Germany). Library preparation and RNA sequencing were performed at the Max Planck Genome Centre Cologne using an Illumina HiSeq2000 sequencing machine (Illumina, Inc., San Diego, CA USA). The 47 samples were combined to eight 100-bp single-end Illumina sequencing libraries with each six (one with five) individually barcoded samples. Each library was sequenced on one lane of the sequencing machine.

#### Data analysis

Outcoming single-end sequence reads were cleaned for reads containing primer or adaptor sequences. Sequencing reads with more than 30% of bases with a Phred quality score of ≤20 were excluded from the following analyses (cf. [20]). High quality reads were aligned to the B73 reference sequence (AGPv3 release 20) using TopHat (Version 2.0.3, [21]). We used the R package easyRNASeq (Version 1.6.2, [22]) to filter the aligned reads for protein-coding genes located on the nuclear chromosomes and counted transcript reads per gene model in the 47 samples. As there is no purpose in analysing genes, which are not expressed at a reasonable level in none of the inbred line - heat level combinations, we excluded poorly expressed genes which did not show at least two counts per million reads in at least two samples (cf. [23]). The biological coefficient of variation (BCV) was calculated according to [24] from the square root of the common dispersion using the R package EdgeR (Version 3.2.4, [23]). The easyRNASeq table of counts was subject to a PC analysis to assess transcriptomic variation in the 47 samples and identify clustering of inbred lines, heat levels, and heterotic pools using the R package DeSeq (Version 1.10.1, [25]).

To identify first, genes involved in heat response and second, heat tolerance related genes, we selected three sets of candidate genes. (i) Genes with differential regulation upon increasing heat stress, where the eight inbred lines were considered as replications of one average genotype. These genes are designated in the following as overall heat responsive genes. (ii) Genes with differential expression in every single inbred line, where the individual inbreds were considered and the number of overlapping differentially expressed genes between the inbreds was assessed. These genes are designated in the following as common heat responsive genes. (iii) Genes, where differential regulation upon increasing heat stress was a function of the phenotypically assessed heat tolerance of each inbred line. These genes are designated in the following as heat tolerance genes.

For establishing the set of overall heat responsive genes, expression of each gene across all inbred lines at a heat level was explained by the metric value of the respective heat level using the linear regression model in EdgeR:

(4) $$ \begin{array}{l}{Y}_{ijk}=\mu +{x}_j\beta +{e}_{ijk}\kern1em ,\end{array} $$

where *Y*_*ijk*_ was the expression of the respective gene of inbred *i* at heat level *j* in replication *k*. *μ* was the y-intercept and *β* the slope of the linear regression respectively. *x*_*j*_ defined the *j*^*th*^ heat level, where the heat levels 25°C and 38°C were assigned the metric values 0 and 1. Correspondingly the 32°C heat level was assigned *x*=7/13. *e*_*ijk*_ was the residual error term. *β* was estimated to obtain the expression change across all inbred - replication combinations across the three heat levels. The data samples were normalized with EdgeR’s internal normalization procedure for library size and dispersions between biological replications were calculated genewisely.

In this study, genes with a false discovery rate (FDR) [26] of <0.05 and |*log*_2_(*β*)|>2 were considered as significantly differently expressed genes. MAPMAN (Version 3.6.0RC1, [27]) was used to classify the overall heat responsive genes by biological function and to graphically illustrate them in a custom created overview of involved molecular processes (mapping file version ZM_B73_5b_FGS_cds_2012). For the same set of genes, information on genome position and gene description (www.uniprot.org) was accessed via the R package bioMart (Version 2.16.0, [28]). Gene ontology (GO) terms were assigned to each of the overall heat responsive genes and a GO term enrichment analysis was carried out [29] using the Zea mays ssp maize genome locus reference (maizesequence.org). To determine significantly enriched GO terms between the heat responsive genes within the RNA-Seq approach and the reference a hypergeometric test with FDR <0.05 was applied for the upregulated and downregulated genes, separately.

In a next step, we identified heat responsive genes for each inbred line by using the model:

(5) $$ \begin{array}{l}{Y}_{ijk}=\mu +{x}_j{\gamma}_i+{e}_{ijk}\kern1em ,\end{array} $$

to calculated the expression change of each gene for one inbred line. In this model, *γ*_*i*_ represented the slope of the linear regression, and thus the expression change, for each inbred line *i*. Genes with an FDR <0.05 and |*log*_2_(*γ*)|>2 were considered as significantly differently expressed genes for each inbred line. The overlapping differentially expressed genes among all inbred lines was examined to define the set of common heat responsive genes.

The set of heat tolerance genes was established applying the following linear model,

(6) $$ \begin{array}{l}{\gamma}_i=\mu +{h}_i\delta +{e}_i\kern1em ,\end{array} $$

where *γ*_*i*_ was the expression change for the *i*^*th*^ inbred, estimated with model (5) and *h*_*i*_ the HSI of the *i*^*th*^ inbred. *δ* was the slope of the linear regression for the respective gene across all inbreds which represented the magnitude of differential regulation between heat tolerant and heat susceptible inbred lines. The heat tolerance genes showed a significant (P <0.05) association between *γ*_*i*_ and the HSI and a slope of |*δ*|>2 across inbred lines. The heat tolerance genes were included in a heatmap with log_2_ fold change (log _2_*γ*_*i*_) of each inbred line over heat levels 0, 7/13 and 1, i.e. 25°C, 32°C and 38°C, where genes were clustered by their differential reaction across the inbreds lines. Information on biological processes of the heat tolerance genes was obtained using the R package biomaRt with dataset zmays_eg_gene and from MaizeGDB (www.maizegdb.org).

To validate RNA sequencing results, quantitative real-time PCR (qRT-PCR) was conducted using DyNAmo SYBR Green 2-Step qRT-PCR Kit (Thermo Scientific, Bremen, Germany). Primers were developed using Primer3web interface (primer3.ut.ee, Version 4.0.0, [30]) for 11 genes, randomly selected from the total set of detected genes, excluding poorly expressed genes, and for *Actin*1 (gene GRMZM2G126010) as a reference gene. RNA extraction and DNAse treatment were carried out as described previously and the RNA of ten replications was pooled. A total of 24 RNA samples (inbred line - heat level combinations) each with 2.5 *μg* was reversely transcribed using SuperScript™First-Strand Synthesis System for RT-PCR (Invitrogen, Life Technologies). The PCR protocol was replicated three times as follows: Initially 96°C for 2 minutes was followed by 40 cycles of each 96°C for 30 seconds, 55°C for 45 seconds and 72°C for 90 seconds. The last step at 72°C lasted 5 minutes. To determine the correlation of sequencing and qRT-PCR, the relative log_2_ fold expression changes for the mentioned 11 genes to *Actin*1 was calculated for the data obtained by sequencing and by qRT-PCR for each inbred line - heat level combination according to [31].

## Results

Repeatabilities of the assessed traits at each of the three studied heat levels were high with values between 0.59 and 0.93 (Table 1). All measured traits were monotonic increasing or decreasing with increasing heat level, except the leaf elongation rate, which showed a maximum at 32°C. Effects of inbred lines and heat levels as well as the interaction between both were significant (P <0.001) for all studied traits. The first two PCs of the PC analysis of the phenotypic data (Figure 1) explained 78 and 12% of the total variance of the inbred line-by-heat level means (Additional file 1). PC1 correlated significantly (P <0.01) with all measured traits with |*r*| between 0.59 and 0.99. We observed a clustering of the samples with respect to the heat levels, whereas no clustering of inbred lines or heterotic pools was observed. The HSI ranked the inbred lines in the order from tolerant to susceptible: S058, S067, L043, L012, L023, L017, S070 and P040 (Figure 2). Dent inbreds were the two most heat tolerant and the two most heat susceptible genotypes.

**Figure 1:**
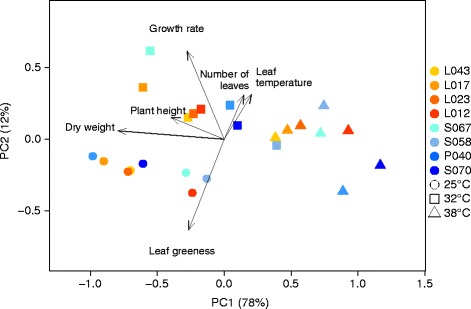
**PCA of phenotypic data.** Biplot of principal component (PC) analysis of inbred - heat level means for six traits of eight inbred lines examined at three heat levels. Numbers in parentheses represent the percentage of total variance explained by the first and second PC. Yellow and red colors represent Flint, and blue represents Dent inbred lines. The shapes (circle, square, triangle) represent the studied heat levels (25, 32 and 38°C).

**Figure 2:**
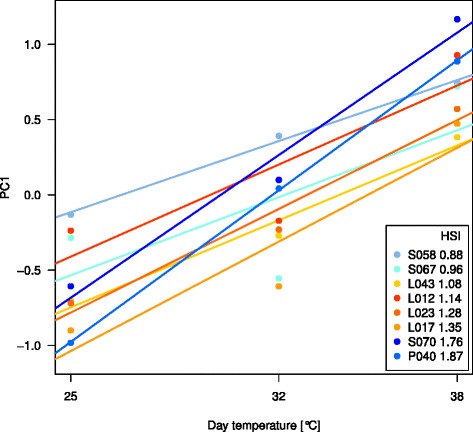
**Linear regression of PC1.** First PC of the PC analysis with six phenotypic traits of each inbred line plotted over three heat levels. The slope of the linear regression represents the heat susceptibility index (HSI).

**Table 1:** **Repeatability, mean trait value, and correlation of traits with PC1 across eight inbred lines examined at three heat levels**

	**Repeatability at**			**Mean value at**			**Correlation**
**Trait**	**25°C**	**32°C**	**38°C**	**25°C**	**32°C**	**38°C**	**with PC1**
Growth rate [cm/hour]	0.80	0.85	0.88	0.24	0.29	0.19	-0.67^***^
Dry weight [g]	0.71	0.77	0.93	2.02	1.55	0.62	-0.99^***^
Plant height [cm]	0.78	0.88	0.89	21.9	20.6	12.5	-0.93^***^
Number of leaves	0.91	0.90	0.89	3.5	4.4	4.6	0.59^**^
Leaf temperature [°C]	0.71	0.59	0.89	24.7	31.8	36.4	0.81^***^
Leaf greenness [SPAD value]	0.90	0.90	0.93	47.1	34.2	29.4	-0.68^***^

^**^Significant with P <0.01, ^***^Significant with P <0.001.

RNA sequencing resulted in a total of 1,461,089,891 single end sequence reads across all 47 samples. 

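RNA was sequenced from pools of leaf pieces, taken from the latest fully developed leaf of seedlings of 8 maize inbred lines. The Flint lines were L012, L017, L023 and L043, and the Dent lines were S058, S067, S070 and P040. Plants grew at 25°C, 32°C or 38°C during the day and at 20°C, 27°C or 33°C during the night, and each heat level was a growth chamber experiment of its own. The 24 combinations of line and heat level had 2 replications each, apart from L017 at 32°C, where 1 replication is missing, which gives 47 libraries. The authors aligned the reads with TopHat2 2.0.3 to the maize genome B73 RefGen_v3 and counted the reads per gene, and the values used here are these raw counts for 17905 genes. At 25°C the total per library ranged from 7747441 to 20642205 counts (median 15240400, 16 libraries). At 32°C it ranged from 8059394 to 17529195 (median 11026623, 15 libraries), and at 38°C from 3687700 to 13912372 (median 8656243, 16 libraries). All 17905 genes reached 2 CPM (counts scaled to a library of standard size) in at least 2 libraries, so none was left out. Counts were scaled by the trimmed mean of M-values (TMM), and each gene's log2 expression was fitted against the heat level, coded as 0 at 25°C, 7/13 at 32°C and 1 at 38°C, with edgeR. A log2 slope is therefore the fitted log2 change from 25°C to 38°C.
Expression profiles at 25°C and 32°C were compared with the mean profile of each line at 38°C over 10737 genes. Of 31 libraries, 28 were most correlated with the line named in their label, with a correlation of 0.223 to 0.671 across genes, which are not independent replicates. The library labelled S070 at 32°C, replicate 1, had a correlation of 0.608 with P040 and -0.0155 with S070. The library labelled P040 at 32°C, replicate 1, had a correlation of 0.515 with S070 and -0.0974 with P040. The library labelled P040 at 25°C, replicate 1, had a correlation of 0.286 with L017 and 0.256 with P040. All libraries were kept under their labels, and counts without these 3 libraries, an alternative chosen after seeing the data, are given beside the main results they bear on.

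**Figure D1:**
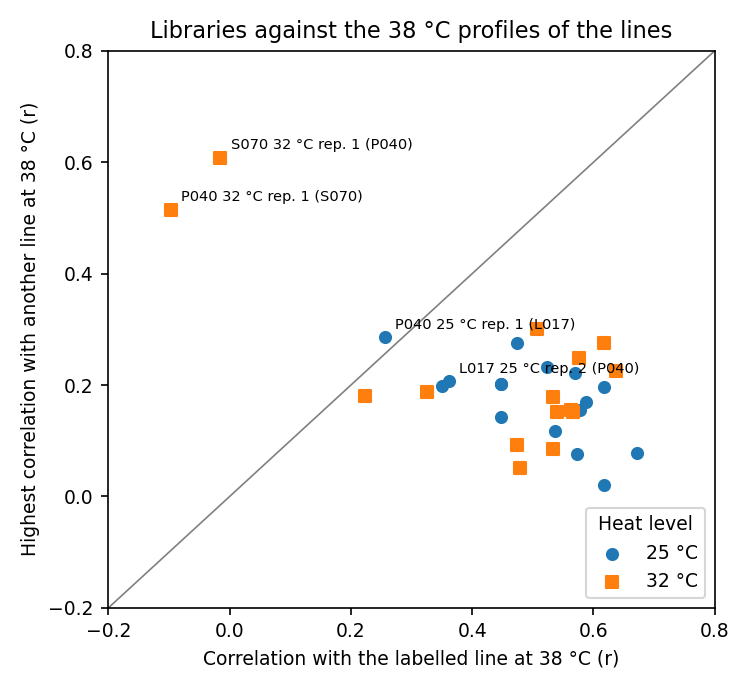
Correlation of each library at 25°C (circles) and 32°C (squares) with the 38°C profile of its labelled line (horizontal axis) and its highest correlation with another line (vertical axis). The diagonal marks equal correlations, and the 3 libraries above it are those labelled S070 at 32°C replicate 1, P040 at 32°C replicate 1 and P040 at 25°C replicate 1.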

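The 2 replications of P040 at 38°C were most alike, with a biological coefficient of variation (BCV) of 0.152 over the 17905 genes. Replications of P040 at 32°C were least alike, with a BCV of 0.510, followed by those of S070 at 32°C with 0.391. In each of these last 2 pairs, the library of replicate 1 was closer to the other of these lines than to the line in its label. With 1 mean per line and heat level, the BCV over all 24 combinations was 0.261, the square root of edgeR's common dispersion. With the lines taken as replicates of each heat level, it was 0.470.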

The BCV was 0.26 in this experiment. A total of 19 and 13% of the variation of the high-quality protein-coding chromosomal transcripts was explained by the first two PCs of the PC analysis of the transcriptomic data (Figure 3). 

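All 8 inbred lines had a higher score on PC1 at 38°C than at 25°C. The mean increase was 88.2 ± 11.5 (SD, n = 8 lines), with the smallest increase, 69.3, in L043 and the largest, 108, in L012 (exact sign-flip test, two-sided p = 0.00781, the smallest that 8 lines allow). Mean scores on PC2 were 30.5 ± 12.5 (SD, n = 4) in the Flint lines and -29.9 ± 8.90 (SD, n = 4) in the Dent lines, and every Flint line was above every Dent line (exact permutation test over the lines, two-sided p = 0.0286, the smallest that 4 against 4 allow). PC1 held 16.7% and PC2 12.6% of the variance of log2 CPM of 17905 genes with a prior count of 2. Over the 500 most variable genes, PC2 held 14.7% of the variance and did not part the pools (exact permutation test, p = 0.6).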

PC1 and PC2 separated six clusters, where PC1 separated the three heat levels and PC2 separated mainly the pools Flint and Dent. We identified 17,905 genes with at least two counts per million in at least two samples. 

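The counts of the 17905 genes in the 47 libraries sum to 566447646. Genes annotated with chloroplast functions took a large part of them. GRMZM5G844143, annotated as photosystem Q(B) protein, the D1 subunit of photosystem II, held 17.7% of all counts, and GRMZM2G427369, annotated as ycf72, held 16.6%. GRMZM2G040858 and GRMZM2G455413 held 13.1% and 12.3%, and GRMZM2G427404, annotated as chloroplast ribosomal protein L2, held 4.97%. Another 6 genes held between 1.15% and 2.50% each. The paper kept protein-coding genes on nuclear chromosomes, and GRMZM5G844143, for example, is placed on chromosome 9. Whether the reads counted for these genes came from transcripts of these nuclear positions was not tested.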

A total of 567,485,727 transcript reads accounting for previously described genes were used for the following analyses.

**Figure 3:**
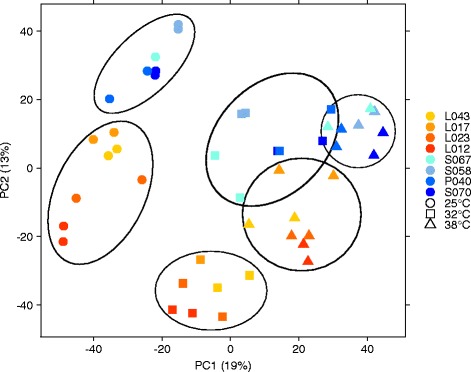
**PCA of transcriptomic data.** Principal component (PC) analysis from *DeSeq* of the gene counts of eight inbred lines examined at three heat levels and two replications. Numbers in parentheses represent the percentage of total variance explained by the first and second PC. Yellow and red represent Flint, and blue represents Dent inbred lines. The shapes (circle, square, triangle) represent the studied heat levels. Circles represent the six pool-by-heat level clusters.

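With increasing heat levels, expression of the asparagine synthetase gene GRMZM2G053669 (chromosome 1, 45118780 to 45122813) rose from 0.172 ± 0.186 CPM (SD, n = 16 libraries) at 25°C to 33.2 ± 51.5 (n = 16) at 38°C. Its log2 slope was 7.90 (standard error 0.864, adjusted p = 3.87e-10). GRMZM2G085661, an indole-2-monooxygenase of benzoxazinoid biosynthesis, had a log2 slope of 4.66 (standard error 0.595, adjusted p = 1.55e-08), and the lichenase gene GRMZM2G137535 one of 4.29 (standard error 0.664, adjusted p = 8.75e-07). Expression of GRMZM2G068763 fell from 10.4 ± 8.00 to 0.178 ± 0.197 CPM, with a log2 slope of -5.45 (standard error 0.494, adjusted p = 3.15e-12). GRMZM2G178645 fell with a log2 slope of -4.28 (standard error 0.491, adjusted p = 1.35e-09). The reference gene Actin1 (GRMZM2G126010) had a log2 slope of -0.61 (standard error 0.189, adjusted p = 0.00769), which stayed negative under every other scaling and test run.
Across the 8 lines, 602 of 17905 genes passed an adjusted p of 0.05 and a log2 slope beyond 2 in either direction, of which 452 rose and 150 fell. Of these genes, 432 had the same sign of slope in all 8 lines fitted alone. An adjusted p under 0.05 alone was reached by 7887 genes, of which 4359 rose and 3528 fell. Among the 586 genes of Additional file 3, which the study selected on these libraries, 562 passed both thresholds. The test was edgeR's quasi-likelihood F test with an intercept and the heat level, as in model (4). Without the 3 libraries that resembled another line, an alternative chosen after seeing the data, 595 genes passed.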

We identified across all inbred lines 607 overall heat responsive genes, of which 460 were up- and 147 downregulated, when considering increasing heat levels. A total of 594 of these genes a biological function could be assigned by MAPMAN (Figure 4, Additional files 2 and 3). Our data indicated the involvement of 53 types of biological functions in the overall heat responsive genes. 

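GRMZM2G360681, annotated as HSP101, a chaperone which dissolves protein aggregates, rose with increasing heat levels from 0.791 ± 0.755 CPM (SD, n = 16 libraries) at 25°C to 16.6 ± 9.14 (n = 16) at 38°C, with a log2 slope of 4.67 (standard error 0.483, adjusted p = 9.85e-11). GRMZM2G310431, an HSP70, rose from 3.14 ± 2.74 to 53.1 ± 20.7, with a log2 slope of 4.10 (standard error 0.384, adjusted p = 7.35e-12). The small heat shock protein GRMZM2G306679 had a log2 slope of 5.20 (standard error 0.711, adjusted p = 7.43e-08). Of the 26 genes in the MapMan bin of heat stress in Additional file 3, 25 rose and 1 fell, with a median log2 slope of 4.11. The falling gene was GRMZM2G175860, with a log2 slope of -2.98 (standard error 0.408, adjusted p = 7.29e-08). The study chose these genes on these libraries, so their count is not independent evidence of a direction.
Of 14 heat shock protein genes listed by their symbols, 11 rose, 1 fell and 2 did not pass the test, with the same counts adjusted over the list alone. The falling gene was GRMZM2G012631, named after its value was seen, with a log2 slope of -0.79 (standard error 0.114, adjusted p = 2.27e-07). As a set, the 14 genes rose more than other genes (camera, adjusted p = 6.45e-08), with an adjusted p = 0.201 with an estimated correlation. Additional file 3 holds 7 of these 14 genes.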

The biological function of heat response, containing 14 heat shock genes, included exclusively upregulated genes (Additional file 3). Furthermore, genes involved in the regulation of transcription, DNA replication, and posttranslational modification of proteins were, except for two genes, upregulated with increasing heat levels. 

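The NAC transcription factor gene GRMZM2G146380 (chromosome 5, 176985518 to 176986621) rose from 0.153 ± 0.208 CPM (SD, n = 16 libraries) at 25°C to 1.83 ± 1.66 (n = 16) at 38°C, with a log2 slope of 3.62 (standard error 0.605, adjusted p = 3.43e-06). The zinc finger gene GRMZM2G061626 rose with a log2 slope of 3.55 (standard error 0.715, adjusted p = 6.86e-05). In the bin of regulation of transcription, the falling genes were GRMZM2G168431, with a log2 slope of -3.32, and GRMZM2G057955, with -2.43 (standard error 0.316, adjusted p = 2.38e-08), and the other 45 of 47 rose. All 5 genes of the DNA bin rose, with a median log2 slope of 2.37. Among them was GRMZM2G175867, a DEAD-box RNA helicase, with a standard error of 0.204 and an adjusted p = 5.93e-13. All 10 genes of posttranslational modification rose. The largest slope in that bin, 4.08 (standard error 0.525, adjusted p = 1.85e-08), was that of GRMZM2G113967, a kinase that interacts with calcineurin B-like calcium sensors. GRMZM2G160922 of the same bin had a log2 slope of 2.44 (standard error 0.272, adjusted p = 6.53e-10). The study chose the genes of these bins on these libraries, so the counts are not independent evidence.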

The GO terms analysis resulted in 26 enriched GO terms in the upregulated overall heat responsive genes and 9 enriched GO terms in the downregulated heat responsive genes (Additional file 4) with an up to 8 fold GO enrichment (Figure 5). The over-represented cellular component GOs were related to the apoplast and the extracellular region (Additional file 4). Within the GOs associated with biological processes, responses to external stimulus, the amino acid and protein metabolism, as well as to the carbohydrate metabolism were enriched. Concerning the GOs related to molecular function, these can be roughly grouped to catalytic activities, enzyme regulation and tetrapyrrole binding.

**Figure 4:**
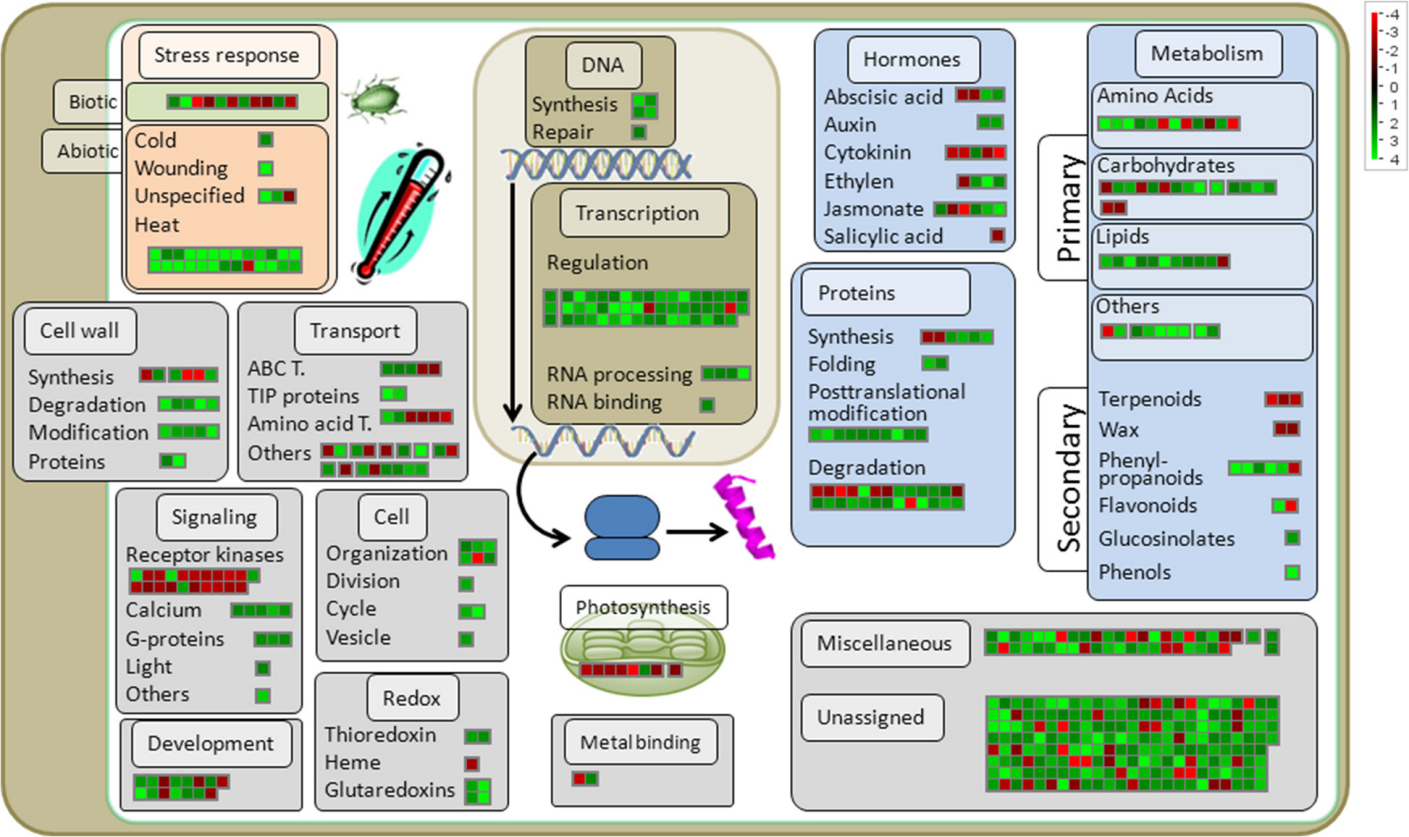
**Heat responsive genes.** Biological functions of overall heat responsive genes (FDR <0.05 and |*log*_2_(*β*)|>2 with increasing heat levels across all inbred lines). Colours represent log_2_ fold changes higher (green) and lower (red) than 0.

**Figure 5:**
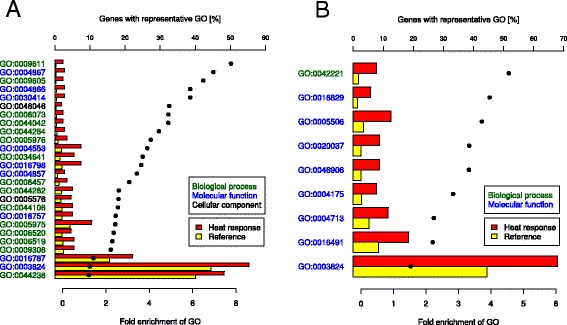
**Enriched GO terms in the set of heat responsive genes.** Significantly (FDR <0.05) enriched GO terms for biological process, molecular function, and cellular component in the upregulated **(A)** and downregulated **(B)** heat responsive genes are plotted according to increasing enrichment (dots) of the percentage of genes in the RNA-Seq gene set (red bars) compared to that of the maize reference set (yellow bars). Mentioned GO are described in Additional file 4.

The number of highly differentially regulated genes for each inbred line (identified using model (5)) was between 227 and 695 (Table 2), where the number of upregulated genes was generally higher than the number of downregulated genes. 

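The study chose the 14 genes of Table 3 on these libraries, with the same limit on the change in each line. All 14 had a fitted log2 change beyond 2 in the direction of that table in each line, which is therefore not independent evidence. They passed the test in numbers that differed between lines, 14 in S058, 13 in S067, 12 in L012 and S070, 7 in L043, 6 in L017, 5 in L023 and 0 in P040. Over all genes, S058 had 969 heat responsive genes (565 up, 404 down), the most of the lines fitted alone, while L012 had more than S058 in a joint fit of all lines (718 and 683) and with a common intercept (1352 and 1059). L012 had 384 (251 up, 133 down), S070 had 326 (169 up, 157 down) and S067 had 294 (163 up, 131 down). L043 had 50 (15 up, 35 down), L017 had 26 (12 up, 14 down) and L023 had 25 (13 up, 12 down). In P040, edgeR's quasi-likelihood test called 0 genes, while 2659 genes had an unadjusted p under 0.05, and the smallest adjusted p was 0.0586. The likelihood ratio test called 324 genes in P040, DESeq2 256 and a joint fit of all lines 437.
Each line was fitted alone on its 6 libraries (5 for L017) with the thresholds of the overall analysis. Without the libraries closest to another line, an alternative chosen after seeing the data, S070 had 566 heat responsive genes and P040 had 0. This left out 1 of the 6 libraries of S070 and 2 of the 6 of P040, so the 0 in P040 rests on fewer libraries. Leaving out 1 library at a time kept the count of S058 between 647 and 1044 but moved every other line past 1.5 times its count. Lowest and highest counts were 43 (without 25°C replicate 1) and 446 (without 32°C replicate 2) in S067, 56 (without 25°C replicate 2) and 325 (without 32°C replicate 2) in L012, 2 (without 25°C replicate 2) and 566 (without 32°C replicate 1) in S070, 0 (without either 25°C library) and 27 rising and 74 falling genes (without 32°C replicate 2) in L043, 0 (without either 25°C library) and 558 (without 32°C replicate 1) in L017, and 0 (without 32°C replicate 1) and 38 (without 32°C replicate 2) in L023. In P040 the count was 12 without 32°C replicate 1, 69 without 32°C replicate 2 and 0 without any other library.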

The number of genes that were commonly differentially expressed in all inbred lines was 14, where 7 genes were upregulated and 7 genes were downregulated (Table 3). 

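The genes called in the most lines were GRMZM5G833699, a heat shock protein of the HSP90 family, and GRMZM2G173710, of cytokinin signal transduction, each heat responsive in 7 of 8 lines. With each line fitted alone, edgeR's quasi-likelihood test called 0 genes in all 8 lines in one direction, while 11 rising and 9 falling genes had an unadjusted p under 0.05 and a log2 slope beyond 2 in all lines. P040 had 0 calls in this test, which fixes the count for all 8 lines at 0 whatever the other lines show. The likelihood ratio test called 16 genes in all lines, 7 up and 9 down, which include all 14 of Table 3. DESeq2 called 9 genes, 3 up and 6 down, all of them in Table 3. In a joint fit with a slope per line, 11 genes were called, 4 up and 7 down, 9 of them in Table 3. The joint fit without the libraries that resembled another line, chosen after seeing the data, called 8, 1 up and 7 down. From the differential expression of the common heat responsive genes in each inbred line, the paper concludes that they are indispensable for the heat response.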

The 7 commonly upregulated genes included three heat shock genes and two genes previously characterized as being heat responsive. 

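GRMZM5G833699 (chromosome 10, 93697766 to 93700740) rose from 0.205 ± 0.162 CPM (SD, n = 16 libraries) at 25°C to 23.4 ± 16.2 (n = 16) at 38°C. The small heat shock protein gene GRMZM2G149647, HSP26 (chromosome 1, 33464178 to 33465385), rose from 0.0724 ± 0.0808 to 12.1 ± 21.0. Over the 8 lines, the mean log2 change was 8.58 ± 3.08 (SD, n = 8) in GRMZM5G833699, from 4.75 in P040 to 12.84 in L023. In GRMZM2G149647 it was 8.30 ± 4.33, from 4.05 in P040 to 15.82 in L023. Both genes were near the floor at 25°C, where the fitted change rests on very few counts and on the prior count. The size of the change in a line is therefore uncertain for them. The HSP70 gene AC209784.3_FG007 had a mean log2 change of 4.25 ± 1.41. The heat response genes GRMZM2G366532 and GRMZM2G007729 had means of 7.35 ± 2.80 and 6.05 ± 2.79, both with the largest change in L012. The extracellular ribonuclease gene GRMZM2G158394 rose from 9.04 ± 7.04 to 261 ± 121 CPM, with a mean log2 change of 4.91 ± 1.12. GRMZM2G111014, of DNA synthesis and chromatin structure, had the smallest spread, 2.37 ± 0.199, from 2.12 in S070 to 2.62 in L017. No difference between the lines passed the test in these 7 genes (edgeR's interaction of line and heat level, adjusted p from 0.166 to 1).

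**Figure D2:**
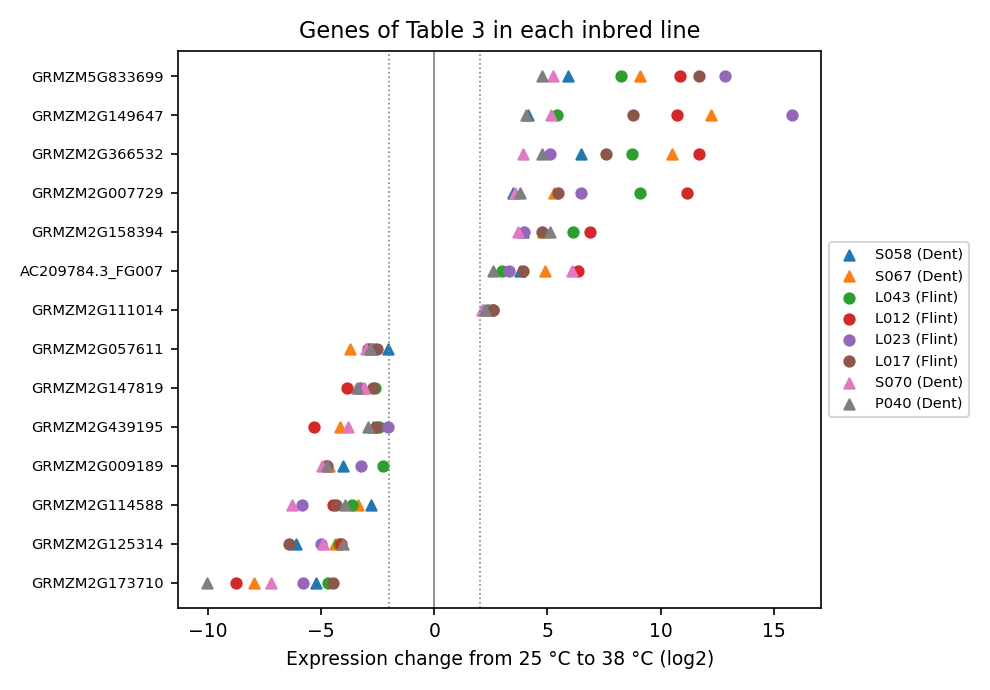
Log2 expression change from 25°C to 38°C of the 14 genes of Table 3, with 1 point per inbred line (circles Flint, triangles Dent). Dotted lines mark a change of 2 in either direction, and all points lie beyond them. The study chose these genes on these libraries with that limit.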

The 7 commonly downregulated genes, in contrast, did not include genes which were described as heat responsive, but included diverse classes of genes.

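GRMZM2G173710, of cytokinin signal transduction (chromosome 8, 124015413 to 124020226), fell from 13.1 ± 7.48 CPM (SD, n = 16 libraries) at 25°C to 0.213 ± 0.263 (n = 16) at 38°C. Its mean log2 change was -6.77 ± 2.04 (SD, n = 8 lines), from -10.03 in P040 to -4.46 in L017. At 38°C the gene was near the floor, so the size of its change in a line rests on few counts. GRMZM2G125314, annotated as LOL3 (chromosome 1, 67134761 to 67136668), had a mean log2 change of -4.90 ± 0.920. GRMZM2G147819, with no known function (chromosome 2, 233263572 to 233268111), fell from 73.3 ± 16.1 to 8.63 ± 4.43, with a mean log2 change of -3.17 ± 0.394, the smallest spread of the 7 genes. The isoflavone reductase gene GRMZM2G114588 and GRMZM2G009189, with no known function, had means of -4.34 ± 1.20 and -4.17 ± 0.964. The nicotianamine synthase gene GRMZM2G439195 had a mean of -3.25 ± 1.10, from -5.34 in L012 to -2.04 in L023. The peptide transport gene GRMZM2G057611 had a mean of -2.82 ± 0.476. The fitted changes of these 7 genes were beyond 2 on the log2 scale in all 8 lines, the limit by which the study chose them. EdgeR called them in 4 to 7 of the lines fitted alone.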

**Table 2:** **Number of heat responsive genes for each inbred line, identified with model (** 5 **), which were differently expressed (FDR** ***<0.05*** **and expression change** **|** ***log***_**2**_ ***(γ)|>2*** **) with increasing heat levels and the overlapping genes between the eight inbred lines (common heat responsive genes), between Flint and Dent inbreds, respectively and between heat tolerant and susceptible inbreds, respectively**

**Inbred line**	**S058**	**S067**	**L043**	**L012**	**L023**	**L017**	**S070**	**P040**	**Overlap**	**Flint**	**Dent**	**Tolerant** ^*^	**Susceptible** ^**^
Upregulated	395	284	133	515	225	290	289	177	7	13	28	21	17
Downregulated	248	130	94	180	108	152	202	141	7	11	22	17	17

^*^Tolerant inbreds S058, S067, L043, L012.

^**^Susceptible inbreds L023, L017, S070, P040.

**Table 3:** **List of the common heat responsive genes, which were differentially expressed (FDR** ***<0.05*** **and** ***|log***_***2***_ ***(γ)|>2*** **) with increasing heat levels in each inbred line, with mean log**_**2**_ **(** ***γ*** **), the mean expression change of the respective gene with increasing heat levels across all inbred lines**

**Gene**	**Mean log**_**2**_ **(** ***γ*** **)**	**Gene description**
GRMZM5G833699	8.29	Heat shock protein
GRMZM2G149647	8.26	Heat shock protein 26; Small heat shock protein
GRMZM2G366532	7.51	Heat response
GRMZM2G007729	5.92	Heat response
GRMZM2G158394	4.92	Extracellular ribonuclease
AC209784.3_FG007	4.10	Heat shock protein 70, MreB/Mbl protein
GRMZM2G111014	2.41	DNA.synthesis/chromatin structure
GRMZM2G057611	-2.81	Peptides transport protein
GRMZM2G147819	-3.15	Uncharacterized protein
GRMZM2G439195	-3.27	Nicotianamine synthase (metal handling)
GRMZM2G009189	-4.26	Uncharacterized protein
GRMZM2G114588	-4.34	Isoflavone reductase (secondary metabolism)
GRMZM2G125314	-4.99	LOL3 (protein.degradation)
GRMZM2G173710	-6.77	Cytokinin, signal transduction

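The chaperonin gene GRMZM2G035063 (chromosome 2, 214325483 to 214327737), which helps to fold proteins, had a log2 change of 4.07 in the most heat susceptible line P040 and of 0.62 in the tolerant line L043. Its slope δ of the linear expression change on the heat susceptibility index (HSI) was 10.7 (exact permutation test over all pairings of lines and HSI, two-sided p = 0.0363). The cytochrome P450 gene GRMZM2G384884 ranged from -0.11 in L043 to 3.27 in P040, with a δ of 7.00 (exact permutation p = 0.00471). GRMZM2G110553 had a log2 change of 4.16 in S058 and of 0.62 to 1.80 in the other lines, and its δ of -7.59 did not pass the test (exact permutation p = 0.226). At an unadjusted p under 0.05 and a δ beyond 2 in either direction, 102 of 17905 genes passed, among them 34 of the 39 genes of Table 4, and all 39 had the sign of that table. None passed an adjusted p of 0.05, the smallest being 0.888. The study chose the genes of Table 4 on these libraries and trait values, so their number and signs here are not independent evidence. The HSI, computed from Additional file 1, ranged from 0.877 in S058 and 0.960 in S067 to 1.76 in S070 and 1.88 in P040.
Slopes without replicate 1 of every line gave 183 genes and those without replicate 2 also 183, of which 38 and 29 were among the 102. Of the genes of Table 4, 10 passed without line P040, 14 without line S070, and 22 to 29 without another line. Without the libraries closest to another line, an alternative chosen after seeing the data, 140 genes passed.

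**Figure D3:**
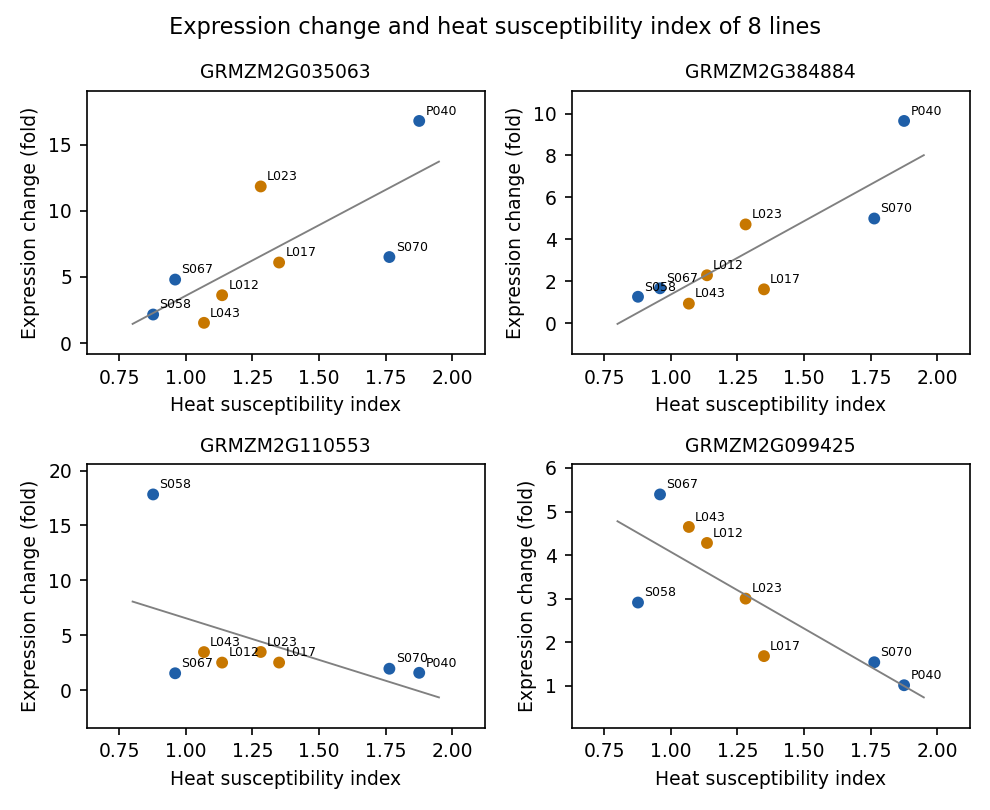
Expression change (fold, 38°C over 25°C) against the heat susceptibility index for GRMZM2G035063, GRMZM2G384884, GRMZM2G110553 and GRMZM2G099425. Points are the 8 inbred lines (Flint orange, Dent blue) and the line is the regression, which rises in GRMZM2G035063 and GRMZM2G384884 and falls in GRMZM2G110553 and GRMZM2G099425.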

By explaining the gene expression change of each inbred line by its phenotypic HSI, we identified 39 heat tolerance genes (Table 4). These heat tolerance genes were divided into two major clusters of genes by their expression in heat susceptible inbreds (Figure 6). 

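The short-chain dehydrogenase gene GRMZM2G004036 had log2 changes of 5.64 in P040 and 3.93 in S070, the lines with the highest HSI, and of -0.23 in S067, with a δ of 36.0 (exact permutation test, two-sided p = 0.00732). The UDP-glucosyl transferase gene GRMZM2G316030 ranged from 1.11 in S067 to 4.67 in P040, with a δ of 20.9 (exact permutation p = 0.0120). The RNA helicase gene GRMZM2G430362 (SUV3) had the lowest p of the genes named, with changes of 1.10 in S058 and 2.62 in P040 and a δ of 3.69 (exact permutation p = 6.2e-04). In the other direction, the MYB gene GRMZM2G056407 had log2 changes of 1.38 in S067, -1.86 in L023 and -3.26 in P040, with a δ of -2.14 (exact permutation p = 0.0193). GRMZM2G041527, a subunit of ribonuclease P, had a δ of -2.87 (exact permutation p = 0.00484) and a change of -0.01 in P040, against 1.16 to 2.19 in the other lines. Of the 102 genes that passed, 79 had a positive and 23 a negative δ. On the log2 scale of expression change, an alternative, 33 genes had a positive and 113 a negative slope, and 40 of the 102 were among them.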

The first class included 28 genes with strong upregulation of gene expression with increasing heat levels in heat susceptible inbreds compared to heat tolerant inbreds, whereas the second class of 11 genes showed the contrary regulation pattern. 

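Expression of GRMZM2G371793 rose over all lines with a log2 slope of 2.84 (standard error 0.390, adjusted p = 7.69e-08), and the GRMZM2G371793 delta (δ) on the HSI was 7.69 (exact permutation test, two-sided p = 0.0474), or -6.89 without replicate 2. The germin-like protein gene GRMZM2G064096 rose with a log2 slope of 3.85 (adjusted p = 5.60e-05), with a δ of 41.8 (exact permutation p = 0.0250). GRMZM2G175351 had a log2 slope of 3.40 (adjusted p = 1.44e-04) and a δ of 108 (exact permutation p = 0.0468), and without replicate 2 its slope was -0.57. In all, 7 genes passed both the overall test and the test against the HSI, each of them rising and with a positive δ. The other 4 were GRMZM2G316030, GRMZM2G035063, GRMZM2G175867 and GRMZM2G133050, the last with a log2 slope of 2.36 and named after its values were seen. Of the genes of Table 4, 5 passed the overall test, including the beta-expansin gene GRMZM2G094990.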

Seven of the heat tolerance genes were also overall heat responsive genes. The heat tolerance genes were of a variety of biological functions. 

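Among genes of protein folding, the peptidyl-prolyl isomerase gene GRMZM2G076544 had a δ of 2.74 (exact permutation test over 8 lines, two-sided p = 0.00221). In protein biosynthesis, the ribosomal protein L4/L1 gene GRMZM2G100403 had a δ of 2.75 (exact permutation p = 0.00397), while the δ of 3.05 of the ribosomal protein gene GRMZM2G140609 did not pass the test (exact permutation p = 0.0539). The calcium-dependent protein kinase gene GRMZM2G099425 had a negative δ of -3.52 (exact permutation p = 0.0184). Its log2 change was 2.43 in S067, 2.22 in L043 and 0.02 in P040. Of the cell wall genes, the cellulose synthase gene GRMZM2G122277 had log2 changes of 2.16 in S067, -0.97 in L023 and -0.66 in P040, with a δ of -2.51 (exact permutation p = 0.0440). The beta-expansin gene GRMZM2G094990 had a δ of 9.17 (exact permutation p = 0.0638) and did not pass the test. These p-values are not adjusted for the number of genes tested.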

Amongst others, we found that the heat tolerance genes have a predicted biological function of protein folding and biosynthesis, cell wall modification, and calcium signalling.

**Figure 6:**
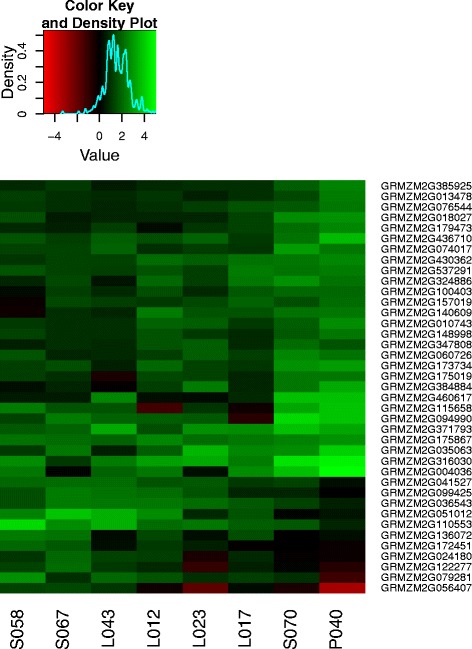
**Heat tolerance genes.** Differential regulation of the heat tolerance genes, which have been identified with significant (P <0.05) linear association between *γ* and the heat susceptibility index with a slope of |*δ*|>2, in eight inbred lines. Colours represent log_2_ upregulation (green) and downregulation (red) with increasing heat levels.

**Table 4:** **List of the heat tolerance genes, with significant (P** ***<0.05*** **) association between** ***γ*** **and the heat susceptibility index and a slope of** ***|δ|>2*** **across inbred lines**

**Gene identifier**	***δ***	**Biological function (Possible function found for** ***Oryza sativa L.*** ** or** ***Arabidopsis thaliana L.*** ** orthologs)**
GRMZM2G385925	3.39	Kinesin heavy chain-like protein
GRMZM2G013478	2.41	Nucleoside diphosphate kinase
GRMZM2G076544	2.72	Peptidyl-prolyl cis-trans isomerase
GRMZM2G018027	5.62	OXIDATIVE STRESS 3 (ATOXS3, *A. thaliana* best hit)
GRMZM2G179473	4.28	Inositol-tetrakisphosphate 1-kinase 3
GRMZM2G436710	7.09	Unknown
GRMZM2G074017	4.43	ATPase inhibitor
GRMZM2G430362	3.71	ATP-dependent RNA helicase SUV3
GRMZM2G537291	2.82	Uncharacterized protein
GRMZM2G324886	4.31	Unknown
GRMZM2G100403	2.80	Ribosomal protein L4/L1 family
GRMZM2G157019	2.16	Nucleosome/chromatin assembly factor A
GRMZM2G140609	3.47	40S ribosomal protein S23
GRMZM2G010743	3.59	Tim17/Tim22/Tim23/Pmp24 family
GRMZM2G148998	2.23	Unknown
GRMZM2G347808	2.02	RNA cap guanine-N2 methyltransferase
GRMZM2G060726	3.53	Transcriptional regulator
GRMZM2G173734	5.74	Protein phosphatase
GRMZM2G175019	3.39	Unknown
GRMZM2G384884	7.31	Cytochrome P450 (Phenol stress [32])
GRMZM2G460617	12.88	Unknown
GRMZM2G115658	10.01	Unknown
GRMZM2G094990	14.66	Rare lipoprotein A (RlpA)-like double-psi beta-barrel
GRMZM2G371793	7.58	Uncharacterized protein
GRMZM2G175867	2.47	Putative DEAD-box ATP-dependent RNA helicase family protein
GRMZM2G035063	10.50	Chaperonin (Heat stress [33])
GRMZM2G316030	22.34	UDP-glucoronosyl and UDP-glucosyl transferase (Salinity stress [34])
GRMZM2G004036	35.26	Short-chain dehydrogenase (Metals and oxidizing chemicals and reduction of superoxide radicals [35], *Striga hermonthica (Del.) Benth* infection [36], defoliation [37])
GRMZM2G041527	-2.84	Ribonucleases P/MRP protein subunit POP1
GRMZM2G099425	-3.44	Calcium-dependent protein kinase, isoform AK1
GRMZM2G036543	-2.81	Histidine biosynthesis protein
GRMZM2G051012	-9.69	Unknown
GRMZM2G110553	-11.06	Unknown
GRMZM2G136072	-3.29	Glyoxylate reductase
GRMZM2G172451	-2.56	Plant organelle RNA recognition domain
GRMZM2G024180	-2.19	RNI-like superfamily protein
GRMZM2G122277	-2.40	Cellulose synthase (locus rs129668732) (Salt stress [38])
GRMZM2G079281	-3.99	Unknown
GRMZM2G056407	-2.16	MYB family transcription factor

Validation of the sequencing data by qRT-PCR resulted in a highly significant correlation of p <0.001, r =0.68 between the relative expression changes of 11 genes for 24 inbred line - by heat level combinations, obtained by RNA sequencing and by qRT-PCR (Additional file 5).

## Discussion

### Phenotypic variation for heat tolerance of European Flint and Dent maize inbred lines

We observed a high repeatability for all evaluated phenotypic traits at the three examined heat levels (Table 1). This was in accordance with results of [39], who detected similar levels of repeatability for the traits leaf greenness and plant dry weight under optimal (27/25°C) and chilling conditions (16/13°C) in a set of Flint and Dent inbred lines in growth chamber experiments. The true trait means for the genotypes at the studied heat levels could, thus, be estimated reliably in our study and therewith are a good basis for the following genome-wide expression profiling experiment.

The low and strong reduction of mean dry weight at 32 and 38°C, respectively, compared to 25°C, indicates that we were successful in setting the appropriate temperatures of the medium and the strong heat level. The trait means across inbred lines for leaf greenness and dry weight per plant showed different alteration with increasing heat levels, depending on the severity of heat stress. Compared to 25°C, at the medium heat level (32°C), the mean leaf greenness across all inbreds was reduced notably, where the mean dry weight was only slightly decreased. At the high heat level (38°C) in turn, leaf greenness did not show further notable decrease in comparison with 32°C, where dry weight was decreased substantially (Table 1). Chlorophyll content, which is correlated with leaf greenness [40], was reduced in wheat at high temperature (38°C in average) compared to control temperature (26°C in average) in a study of [41]. Generally, growth reduction in plants upon high temperature stress may be due to reduced photosynthesis, which is associated with leaf greenness, caused by an injury of the photosynthetic system [42]. Fokar 1998, [41] found a negative (although not significant, P ≥0.05) association between chlorophyll retention and grain filling, as a measure for plant performance, and stated that grain filling could even be promoted by fast leaf senescence i.e. leaf greenness reduction, as metabolites might be transported from senescent tissue to the grain. This effect could be similar in our study, where at 32°C, where leaf greenness was highly reduced, metabolites could sustain plant growth and development. Another effect sustaining plant growth is the increased development speed at increased heat level, which was observed from the increased number of leaves per plant at heat stress. The increased growth rate at 32°C compared to the lower as well as higher temperature regime was probably due to this increased speed of development at increased temperature, where plants were still not greatly damaged by heat stress.

To obtain a description of total plant performance across the three examined heat levels, we performed a PC analysis integrating all observed traits, i.e. leaf growth rate, shoot dry weight, plant height, the number of leaves, leaf temperature, and leaf greenness. PC1 explained with 78% a high proportion of the total variance and was correlated significantly (*α*<0.01) with each observed trait (Table 1). Therewith, in our study, PC1 was sufficient as a unique integrative trait to explain plant performance. In order to quantify heat tolerance in maize seedlings, several morphological and physiological traits were studied by [43]. In this paper, the shoot fresh and dry mass, shoot length, leaf area, growth rate, increase in leaf area, and the assimilation rate were used as single traits to quantify the reaction of maize seedlings upon strong heat stress (38°C day temperature). Our integrative plant performance trait, i.e. PC1, has the advantage that it represents each of the observed traits and gives a broad picture of plant performance under stress conditions with one single value for each genotype - heat level combination.

To quantify heat tolerance on a multi-trait level, the HSI was calculated as the slope of a linear regression of PC1 over the three examined heat levels. We observed a strong difference in heat tolerance between the eight inbred lines with HSI ranging from 0.88 up to 1.87 (Figure 2). Two of the inbred lines (S070 and P040) showed a high HSI (Figure 2) and were therewith considered as heat susceptible. In contrast, the other six inbreds showed lower HSIs and were therewith considered as more heat tolerant than the before mentioned two inbreds. This finding was associated with a significant (*α*<0.001) inbred line - heat level interaction, which was observed for all examined traits. We have, thus, a very divers set of inbreds, which indicates that our study is appropriate to investigate heat response and elucidate the molecular mechanisms of heat tolerance in diverse genetic backgrounds.

Despite observing diverse heat tolerance reactions for the eight examined inbreds, we found that neither Flint nor Dent inbreds showed systematically higher or lower heat tolerance (Figure 1). The same trend was observed for the adaptation to low temperatures, where [39] showed that both European Flints and European Dents showed chilling tolerance. Besides this finding, we observed that Dent inbreds were the most heat tolerant and the most heat susceptible inbreds, suggesting that the Dent pool shows more variability in terms of tolerance to high temperature during seedling stage.

### Transcriptomic variation

The validation of the transcriptome sequencing results by qRT-PCR resulted in an r of 0.68 (Additional file 5), and therewith were in the order of magnitude of results of another RNASeq study in maize [31]. This finding indicated that our RNA sequencing results were reliable.

We observed in our study that the biological coefficient of variation (BCV) of the transcriptomic data across all observed genes and inbred - heat level combinations was 0.26 and was therewith in the range of previously reported values [44].

The number of read counts per sample in our study was between 5 and 19 million (Table 5). The mean library size was in accordance with results of [31], who observed a median library size of 7.6 million reads. In the current study, we observed a remarkable variation of library size between the three examined heat levels. 

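The genes with the most counts fell with the heat level. GRMZM5G844143, annotated as photosystem Q(B) protein, fell with a log2 slope of -2.41 (standard error 0.180, adjusted p = 8.54e-15). GRMZM2G427369, annotated as ycf72, fell with -2.39. GRMZM2G427404, annotated as a chloroplast ribosomal protein, fell with -2.38 (standard error 0.169, adjusted p = 2.14e-15). Whether the reads counted for these genes came from their nuclear positions was not tested. The 11 genes that each held more than 1% of all counts had a share of 82.6% ± 3.30 (SD, n = 16 libraries) at 25°C, 72.7% ± 4.67 (n = 15) at 32°C and 57.9% ± 4.96 (n = 16) at 38°C, and together they held 73.6% of all counts. This share was lower at 38°C than at 25°C in all 8 lines, with a mean change of -24.7 percentage points (exact sign-flip test over the lines, two-sided p = 0.00781). Counts outside these 11 genes had medians of 2506540 at 25°C, 3253649 at 32°C and 3398070 at 38°C per library. The TMM factors ranged from 0.392 to 3.16. Each heat level was grown in 1 growth chamber experiment, so that heat level and experiment cannot be told apart in these values.

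**Figure D4:**
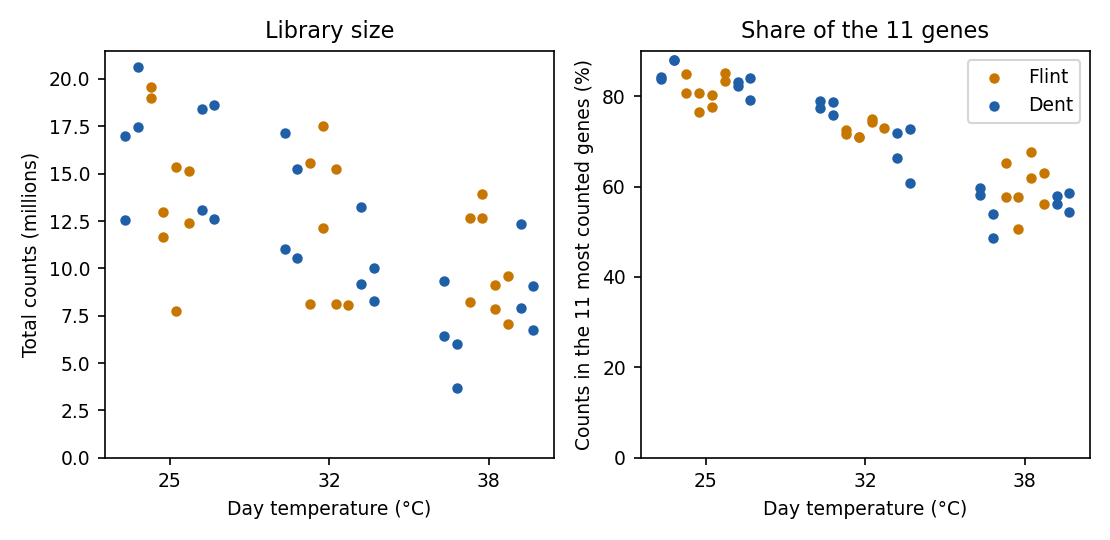
Total counts per library (left) and share of counts in the 11 most counted genes in percent (right) by day temperature. Points are the libraries (Flint orange, Dent blue). The mean share is 82.6% at 25°C and 57.9% at 38°C.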

Tarazona 2011, [45] advised a balanced sequencing depth between conditions for differential expression analyses to support accurate statistical analyses. As the number of read counts was at the minimum 5 million for one sample in our study, however, we do not expect an impact on the power to detect differentially expressed genes.

**Table 5:** **Mean number of high quality reads aligned to protein-coding chromosomal genes of RNA sequencing results of eight inbred lines growing at three heat levels**

**Inbred line**	**25°C**	**32°C**	**38°C**
L012	12,339,774	14,851,918	13,329,198
L017	13,769,342	8,072,699	8,376,793
L023	11,568,570	11,703,940	8,505,396
L043	19,314,142	11,881,390	10,475,758
P040	15,637,596	9,184,952	7,922,566
S058	14,812,251	14,107,242	7,922,258
S067	19,073,758	12,920,434	4,874,014
S070	15,755,252	11,228,139	10,151,830

The genes, for which the detected transcript reads accounted, showed a strong expression variation between inbred lines (Figure 3). Consistent with the PCA of the phenotypic data (Figure 1), we observed a clustering of the heat levels in the PCA of the transcriptomic data. Furthermore, we observed a clustering of the inbreds with respect to transcriptomic variation according to their heterotic pool assignment, which was not observed for the phenotypic data. This finding was in good agreement to the findings of clustering of heterotic groups with respect to genotypic variation in previous studies [39,46,47]. 

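The 4 Flint lines (L012, L017, L023 and L043) and the 4 Dent lines (S058, S067, S070 and P040) differed in 30.1% of the variance between the lines' mean log2 CPM over 17905 genes. Of the 35 ways to split the 8 lines into 4 and 4, this split explained the most (exact permutation test, p = 0.0286, the smallest that 35 splits allow). The split into the tolerant lines S058, S067, L043 and L012 and the susceptible lines L023, L017, S070 and P040 explained 16.8% and ranked 9 of 35 (exact permutation p = 0.257), with a median of 13.8% over all splits. In the libraries of 25°C, 32°C and 38°C alone, the pool split ranked 1 each time and the tolerance split 6, 10 and 20.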

The differentiation we observed based on the genome-wide expression data between the Flint and Dent pool was stronger than the differentiation between heat tolerant and heat susceptible inbreds. This finding can be explained by the separate breeding history of Flints and Dents, based on their introduction into Europe from the Americas [48] and the pools show, thus, strong genetic and transcriptomic differences.

### Approaches to identify heat responsive genes

In this study, two different approaches for identifying heat responsive genes were applied in order to cover the different aspects. Firstly, we identified overall heat responsive genes as genes with differential regulation upon increasing heat levels, where the eight inbreds were considered as replications of one average genotype. The set of overall heat responsive genes can help to understand molecular defence mechanisms against heat stress of maize. This set represents genes showing the general response of temperate maize to heat stress and may not be essential for each inbred lines’ heat response, but include all strategies to cope with heat stress used by the studied maize inbreds. In our study a broad set of maize inbreds were studied, whereas in previous papers mostly two contrasting genotypes were included to study the transcriptomic response upon abiotic stress. Therefore we expect that based on our results generally applicable statements on transcriptomic heat response of European Flint and Dent inbreds are possible.

In addition to the overall heat responsive genes, we identified the common heat responsive genes by overlapping the heat responsive genes of each inbred line. These genes account for heat responsive mechanisms shared by all inbred lines. The common heat responsive genes represent a small set of genes, which are, as they are differentially expressed in each inbred line likewise, absolutely necessary, i.e. indispensable key genes for the heat response as discussed for drought stress in maize by [49].

### Molecular response of temperate maize upon increasing heat levels

In the set of 607 overall heat responsive genes, three GO terms, associated with the response to external stress (GO:0009611, GO:0009605, GO:0042221), were enriched (Figure 5 and Additional file 4). This suggests a strong connection of the response to heat stress with other types of external stress response.

Furthermore, we observed an upregulation upon increasing heat levels of seven calcium-dependent signalling genes (Figure 4). 

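The 5 genes of the calcium bin of Additional file 3 all rose with the heat level, with log2 slopes from 2.20 to 2.99. GRMZM2G144420 had a log2 slope of 2.29 (standard error 0.399, adjusted p = 7.33e-06) and the calcium-dependent protein kinase gene GRMZM2G365815 one of 2.21 (standard error 0.444, adjusted p = 6.53e-05). The polcalcin gene GRMZM2G474755 had a standard error of 0.468 and an adjusted p = 1.48e-04. The study chose these genes on these libraries, so the count is not independent evidence. Of 25 other calcium signalling genes listed by their symbols, 3 rose and 9 fell, with the same counts adjusted over the list alone. GRMZM2G330049 fell with a log2 slope of -1.78 (standard error 0.307, adjusted p = 5.97e-06). The median log2 slope of the 25 genes was -0.00 and the set did not pass the test (camera, down, adjusted p = 0.339).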

As membrane fluidity is increased with increasing temperature, this results in an increased calcium-ion influx in the cells [9], serving as messenger for stress signalling [50]. Our results are in accordance with the previously reported finding that calcium-dependent signalling genes play essential roles in plant response to abiotic stress [51].

Stress signalling pathways, e.g. calcium signalling, in turn, trigger the regulation of transcriptional factors [52]. 

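The transcription regulator gene GRMZM2G133262 rose with the heat level with a log2 slope of 2.82 (standard error 0.336, adjusted p = 3.54e-09), and the NAC gene GRMZM2G336533 with 2.58 (standard error 0.520, adjusted p = 7.20e-05). Of 13 NAC genes listed by their symbols, 6 rose and 1 fell, of 15 AP2/EREBP genes 8 rose and 1 fell, and of 19 bZIP genes 9 rose and 3 fell. Adjusted over the list alone, the counts were 6 and 1, 8 and 1, and 10 and 3. The AP2/EREBP gene GRMZM2G363052 had a log2 slope of 1.06 (standard error 0.225, adjusted p = 1.40e-04), and the bZIP gene GRMZM5G891783 one of 1.18 (standard error 0.209, adjusted p = 9.07e-06). Of 14 WRKY genes 4 rose, among them GRMZM2G125653 with a log2 slope of 1.88, and 2 fell. Of 8 heat stress transcription factor genes, 1 rose and 4 fell, or 2 and 4 adjusted over the list alone, and GRMZM2G165998 fell with a log2 slope of -1.11 (standard error 0.113, adjusted p = 5.76e-11). None of these 5 lists passed as a set (camera, adjusted p = 0.370 for NAC, 0.484 for AP2/EREBP, 0.414 for bZIP, 0.990 for WRKY and 0.103 for heat stress transcription factors). The WRKY list had a positive median, 0.01, and mean, 0.30, while its set test pointed down. Additional file 3 holds 2 of the NAC genes and 2 of the AP2/EREBP genes.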

Transcription regulation genes were the most prominent group of heat responsive genes in our study with 40 upregulated genes. They have the potential to activate further stress responsive mechanisms to re-establish cell homeostasis, to protect, as well as repair proteins and membranes [52].

Coping with the damages produced by oxidative stress is viable for plant survival at heat stress. The binding of tetrapyrrole, which was found to be associated with oxidative stress and cell death in plants [53], is associated with three GO terms (GO:0005506, GO:0020037, GO:0046906), enriched in the heat responsive gene set (Figure 5). We observed, further, an upregulation of six antioxidant genes (Thioredoxins and Glutaredoxins) and six cytochrome P450 related genes in the set of overall heat responsive genes (Figure 4). These genes are known to be involved in the antioxidant defence of plants [54] and act in the detoxification of damages due to oxidative stress [55,56].

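The glutaredoxin gene GRMZM2G023237 rose with a log2 slope of 2.64 (standard error 0.354, adjusted p = 5.19e-08), and all 4 glutaredoxin genes of the redox bin of Additional file 3 rose. Of the 2 thioredoxin genes, the protein disulfide isomerase gene GRMZM2G014076 rose with a log2 slope of 2.57 (standard error 0.477, adjusted p = 1.99e-05), and GRMZM2G023711 had a log2 slope of 1.78 (standard error 0.786, adjusted p = 0.0615). In the whole redox bin, 5 of 7 genes rose, and the hemoglobin gene GRMZM2G168898 fell with a log2 slope of -2.41. Of the 6 cytochrome P450 genes, 4 rose and 2 fell. The neighbouring genes GRMZM2G075244 (CYP709C14) and GRMZM2G075461 on chromosome 2 rose with log2 slopes of 2.95 (standard error 0.614, adjusted p = 1.08e-04) and 2.87 (standard error 0.603, adjusted p = 1.26e-04). GRMZM2G161169 fell with a log2 slope of -2.01 (standard error 0.508, adjusted p = 0.00112). The study chose the genes of these bins on these libraries, so the counts are not independent evidence.
Among 25 antioxidant genes listed by their symbols, 4 rose and 6 fell, with the same counts adjusted over the list alone. The dehydroascorbate reductase gene GRMZM5G826194 rose with a log2 slope of 1.56. The list did not pass as a set (camera, down, adjusted p = 0.57), although its median log2 slope was 0.02. Of 21 glutathione S-transferase genes 7 rose and 1 fell, over all genes and adjusted over the list alone, with log2 slopes of 3.14 in GRMZM2G156877 and 2.69 in GRMZM2G161905 (camera over the list, up, adjusted p = 0.339). Of 15 protein disulfide isomerase genes 2 rose and 2 fell, both ways of adjusting, one of them in Additional file 3. Their median log2 slope was -0.13, their mean 0.12, and the set test pointed down (adjusted p = 0.909).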

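GRMZM2G062531 rose with the heat level with a log2 slope of 4.88 (standard error 0.886, adjusted p = 1.45e-05), and the 3-ketoacyl-CoA synthase gene GRMZM2G156620, of the elongation of fatty acids, with 3.93 (standard error 0.564, adjusted p = 2.04e-07). The AMP-binding protein gene GRMZM2G120539 rose with a log2 slope of 2.22 (standard error 0.268, adjusted p = 4.74e-09). GRMZM2G480516 fell with a log2 slope of -2.15 (standard error 0.211, adjusted p = 2.08e-11). Of the 11 genes of the lipid bin of Additional file 3, 9 rose and 1 fell past the thresholds. GRMZM2G152179 had a log2 slope of 1.77 and an adjusted p = 0.0407, so that it stayed under the limit on the slope. The study chose these genes on these libraries, so the count is not independent evidence.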

Further we found an increased expression of 11 heat responsive genes associated with the lipid metabolism. Plants try to change membrane composition as an adaptive mechanism to heat stress [9,57]. The identified lipid metabolism genes could be involved in phospholipid changes of the membrane composition to protect and recover damaged cell membranes. However this requires further research.

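The subtilase gene GRMZM2G112100, a protease, rose with the heat level with a log2 slope of 2.92 (standard error 0.529, adjusted p = 1.40e-05). GRMZM2G171466, a subunit of the nascent polypeptide-associated complex, rose with a log2 slope of 2.33 (standard error 0.267, adjusted p = 1.35e-09), and the phosphatase 2C gene GRMZM2G082487 with 2.36 (standard error 0.455, adjusted p = 3.61e-05). The cysteine protease gene GRMZM2G130053 fell with a log2 slope of -2.56 (standard error 0.346, adjusted p = 5.70e-08), and the metacaspase gene GRMZM2G132238 with -2.44 (standard error 0.345, adjusted p = 1.45e-07). Of the 44 genes of the protein bin of Additional file 3, 32 rose, 10 fell and 2 did not pass both thresholds, with a median log2 slope of 2.28. The subunit, the cysteine protease and the metacaspase were named after their values were seen, and the study chose the bin's genes on these libraries.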

We observed that with 44 a high number of the 607 overall heat responsive genes were involved in the protein metabolism. Furthermore, we identified 14 heat shock genes, which act as chaperones and are involved in protein-folding [52]. This finding was supported by 5 GO terms associated with protein folding (GO:0006457) and amino acid metabolism (GO:0044106, GO:0006520, GO:0006519, GO:0009308), which were enriched in the upregulated heat responsive genes (Figure 5). This illustrates that protection of proteins against oxidative stress is another key component of the response to heat stress in maize.

Several GO terms were enriched in the upregulated heat responsive genes (Additional file 4), which are associated with carbohydrate metabolism (GO:0006073, GO:0044042, GO:0044264, GO:0005976, GO:0044262, GO:0005975) and could play a role in a modification of starch synthesis at heat stress.

The set of overall heat responsive genes illustrates that heat stress response in temperate maize involves a multitude of biological processes (Figure 4). The enrichment of GO terms in the heat responsive genes (Figure 5), which revealed the involvement of numerous biological functions and molecular processes in the heat response was in agreement with this statement.

The overlap of the heat responsive genes of each inbred between inbred lines, designated as the common heat responsive genes (Table 2), was very small, representing 1% total of genes detected as heat responsive in one of the eight inbreds. 

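Of the genes heat responsive in any line, 716 rose and 412 fell in 1 line, and 137 rose and 111 fell in 2 lines. In 3 lines 39 rose and 40 fell, in 4 lines 13 and 21, in 5 lines 2 and 7, and in 6 lines 2 and 1. The 1500 genes called in at least 1 line by edgeR's quasi-likelihood test held 0 genes called in all 8 lines, a share of 0%. With the likelihood ratio test the share was 0.546% of 2929 genes, with DESeq2 0.496% of 1815 and in the joint fit 0.519% of 2119. Among groups of lines, 6 genes rose and 4 fell in all 4 tolerant lines, 2 rose and 1 fell in all 4 Flint lines, and 0 genes were called in all 4 Dent or all 4 susceptible lines. DESeq2 called 12 rising and 23 falling genes in all 4 tolerant lines, 9 and 10 in all 4 Flint lines, 15 and 26 in all 4 Dent lines, and 10 and 13 in all 4 susceptible lines. With the quasi-likelihood test, P040 had no gene called. This alone fixes at 0 the share and the overlaps of all 8, of the Dent and of the susceptible lines. P040 and S070 each hold a 32°C library that was closer to the other line. Without the libraries closest to another line, an alternative chosen after seeing the data, P040 still had 0 genes called. The Dent and susceptible overlaps stayed at 0.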

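The asparagine synthetase gene GRMZM2G078472 had a log2 change of 11.70 in L012, 6.42 in L043 and 6.24 in S070, and of -1.45 in S067 and -1.04 in L017 (edgeR's interaction of line and heat level, adjusted p = 0.0335). The glutamate dehydrogenase gene GRMZM2G427097 had log2 changes of 5.39 in S058 and 4.39 in S070, and of -0.32 in L043 and -0.15 in L012. GRMZM2G028516 had the lowest adjusted p of all genes, 0.00287, with log2 changes from -2.46 in S058 to 0.24 in L023. In GRMZM2G370715 (adjusted p = 0.00484), the changes were -3.04 in L023 and -2.09 in S067, against -0.51 to 0.45 in the other lines. The first 2 genes act in nitrogen metabolism. Of 17905 genes, 31 differed between lines in their slope, 6 of them among the overall heat responsive genes, and 1477 had an unadjusted p under 0.05. DESeq2 called 227 genes and leaving out either replicate 0. Without the libraries closest to another line, an alternative chosen after seeing the data, 37 genes passed. GRMZM2G028516 and GRMZM2G370715 were named after their values were seen.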

Our finding indicated that individual inbred lines developed different genetic mechanisms in response to environmental stress, which overlap only to a small degree between genotypes. Therefore it is advisable to include a variety of genotypes with different genetic backgrounds and origin in abiotic stress expression studies in order to combine different genetic strategies to cope with heat stress.

### Identification of heat tolerance genes

We used a new approach to identify heat tolerance genes, which is characterized by the inclusion of phenotypic and environmental variation in the statistical analysis. The traditional approach to select stress tolerance candidate genes is to compare two groups of genotypes with contrasting stress tolerance, as outlined in several studies, discussed previously in this paper in the context of heat response. The inclusion of a diverse set of inbred lines with high variation for heat tolerance in our study, has the advantages of, first, considering the continuous distribution of the values of quantitative traits, and second, considering phenotypically intermediate genotypes without focussing only on the extremes.

Further, we included a linear regression model across three heat levels to identify differentially expressed genes over a temperature gradient, which is rarely used in other abiotic stress tolerance studies. [49] considered three levels of stress intensity (drought), but compared gene expression of pairs of stress levels instead of evaluating linear dependency of gene expression across stress conditions. This results in an increased number of statistical tests. Our approach consisted in one statistical test, including all stress levels, which leads to a reduction of the multiple-test problem. Furthermore, our approach has the advantage of considering the effect of a linear increase in temperature more independently of the actual studied heat levels. We could, thus, identify heat tolerance candidate genes for a stress intensity range between the examined heat levels in our study, i.e. from 25°C to 38°C. These two particularities can be reasons that none of the heat tolerance genes, identified in our study, was previously described in literature to be involved in heat tolerance in maize.

In this study, the p-value, which states the significance of the linear dependency between the expression change for each inbred line and the HSI of the respective inbred, was not adjusted for multiple testing to not lower even more the low power to detect heat tolerance genes. This low power comes from the consideration of phenotypic variation for heat tolerance in the gene identification method, which is comparable with an association mapping approach. In typical association mapping studies in maize, the number of genotypes in a population ranges between around 100 and 500 individuals [58]. We conclude that, in a study to identify candidate genes using transcriptome profiling, which includes phenotypic variation, it is indispensable to use a higher number of genotypes, comparable to those of association mapping studies. Nevertheless, for reasons of completeness, we discuss the identified heat tolerance genes.

The heat tolerance genes identified in this study were upregulated in most of the inbred lines and there was rarely downregulation in one of the inbreds (Figure 6). This indicated that genes which are differentially regulated between inbred lines based on phenotypic heat tolerance are typically genes, which are generally upregulated with increasing heat levels. 

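Of the 39 genes of Table 4, 25 had a log2 change above 0 in all 8 lines, and 289 of 312 values per gene and line were above 0. The MYB gene GRMZM2G056407 was the only one of these 39 genes with a mean log2 change below 0, at -0.24. Of the 102 genes that passed here, 38 had a positive change in all 8 lines, 9 had a mean below 0 (8.82%), and 0 were negative in all 8. Genes with a negative change in all 8 lines numbered 2615. With these index values, the largest size of δ that such a gene can reach is 1.21. Expression of the 102 genes was low, with a median of 0.25 log2 CPM, and 60 had at least 0. The tests per line called 86 of the 102 genes in none of the lines.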

Genes, which are downregulated with increasing heat levels are typically not differentially regulated between inbred lines. This may be partly explained due to the finding that, in general, more genes are upregulated than downregulated at heat stress, as it comes obvious from the set of overall heat responsive genes (Figure 4). Nevertheless, there must be a further, still elusive, physiological or statistical explanation for the almost absence of downregulated genes in the set of heat tolerance genes.

For 6 of the total of 39 heat tolerance genes, earlier studies indicated a mechanistic involvement in different abiotic stress responses including salt, heat and oxidative stress. This finding could be explained by interconnection between the molecular responses to different kinds of abiotic stresses, which similarly produce osmotic and oxidative stress on the cellular level [52].

To further validate, if the identified 39 heat tolerance genes explain phenotypic variation for heat tolerance, further studies have to be performed e.g. with segregating populations derived from crosses of heat tolerant and heat susceptible inbred lines presented in this study. In such experiments with a similar experimental design as the present study, the expression change with increasing heat levels of the 39 heat tolerance candidate genes could be detected using RNA sequencing or qRT-PCR and correlated with the phenotypic heat tolerance of each genotype from the segregating populations. Another validation approach could be to overexpress or inhibited the expression of the heat tolerance candidate genes in selected inbred lines. Comparing the phenotypic heat tolerance of the modified genotype with non-transformed genotypes can evidence a possible heat tolerance function of the respective gene. In a subsequent experiment, thus transformed genotypes and previously mentioned segregating populations could be tested at heat stress conditions in field experiments to examine if the selected candidate genes have a heat tolerance function in a natural environment as well as in the adult stage. Validated genes could then be used in a molecular breeding approach, in order to obtain heat tolerant varieties.

## Conclusion

In this study, we found a high variation for heat tolerance during seedling stage in a set of European maize inbred lines, which is not dependent on heterotic pools, but comes with different molecular strategies of single inbred lines to cope with increasing heat levels. We could, further, support and expand knowledge of the heat response pathways in maize and plants in general (Figure 4). Finally, we identified 39 heat tolerance candidate genes (Figure 6), whose molecular function for heat tolerance and adaptation is unknown and should be clarified using functional studies. We suggest further the performance of transcriptome profiling experiments with populations of inbred genotypes derived from biparental crosses in order to improve the power to detect significance of detected heat tolerance genes.

## Availability of supporting data

The data sets supporting the results of this article are included within the article and its additional files.

## Additional files

Additional file 1
**Adjusted entry means for all assessed traits for eight inbred lines examined at three heat levels.**

Additional file 2
**MAPMAN bins of heat responsive genes.** MAPMAN bins of overall heat responsive genes, shown in figure 4, which were significantly (FDR <0.05 and |*log*_2_(*β*)|>2) differently expressed across all inbred lines with increasing heat levels, as well as the number of genes, that were allocated to each bin.

Additional file 3
**Description of heat responsive genes.** Overall heat responsive genes with MAPMAN bins shown in figure 4, which were significantly (FDR <0.05 and |*log*_2_(*β*)|>2) differently expressed across all inbred lines with increasing heat levels, with their bin description, log_2_ fold change (log _2_(*β*)), log_2_ counts per million, gene name, chromosome, as well as start and end position in the genome.

Additional file 4
**Significantly (FDR** ***<0.05*** **) enriched GO terms in the set of heat responsive genes.**

Additional file 5
**Correlation between RNA sequencing and qRT-PCR.** Log_2_ fold expression changes (FC) between 25°C and 32°C, 25°C and 38°C, as well as 32°C and 38°C of 11 genes determined by RNA sequencing and qRT-PCR.

# Supplementary material for: Genome-wide expression profiling and phenotypic evaluation of European maize inbreds at seedling stage in response to heat stress
**Source:** BMC Genomics. 2015 Feb 25;16(1):123. doi: 10.1186/s12864-015-1282-1
**Supplement:** Additional file 1 — Adjusted entry means for all assessed traits for eight inbred lines examined at three heat levels.

Additional file 1 Adjusted entry means for all assessed traits for eight inbred lines examined at three heat levels

	Growth rate [cm/hour]			Dry weight [g]			Plant height [cm]			Number of leaves			Leaf temperature [°C]			Leaf greenness [SPAD]		
	25°C	32°C	38°C	25°C	32°C	38°C	25°C	32°C	38°C	25°C	32°C	38°C	25°C	32°C	38°C	25°C	32°C	38°C
Inbred																		
L043	0.24	0.31	0.20	2.27	1.59	1.08	21.00	21.02	15.03	3.60	4.11	4.57	24.50	31.86	37.06	47.65	40.37	32.85
S058	0.21	0.23	0.28	1.54	0.85	0.51	17.75	15.90	10.30	3.90	4.90	4.80	24.47	31.25	35.93	43.25	38.47	28.97
L017	0.26	0.34	0.20	2.47	2.05	0.88	23.70	23.95	16.45	3.30	3.80	4.50	24.91	32.15	36.74	47.38	34.93	30.50
L023	0.26	0.30	0.23	2.26	1.65	0.78	20.80	18.90	13.22	3.30	4.20	4.90	24.98	31.95	36.89	48.66	37.97	32.52
L012	0.25	0.31	0.20	1.35	1.51	0.35	20.60	19.55	10.60	3.00	4.00	3.70	24.91	32.19	36.46	53.39	36.47	22.76
S067	0.20	0.33	0.16	1.62	2.17	0.68	23.17	24.90	14.85	3.99	4.70	5.58	24.52	31.80	36.57	43.19	21.97	28.59
S070	0.23	0.22	0.07	2.07	1.28	0.28	24.05	20.47	10.17	4.00	5.00	4.45	24.66	31.58	35.85	45.34	33.45	20.11
P040	0.28	0.27	0.14	2.57	1.33	0.38	23.70	20.03	9.50	3.20	4.67	4.02	24.90	31.91	35.28	47.53	30.33	39.00

# Supplementary material for: Genome-wide expression profiling and phenotypic evaluation of European maize inbreds at seedling stage in response to heat stress
**Source:** BMC Genomics. 2015 Feb 25;16(1):123. doi: 10.1186/s12864-015-1282-1
**Supplement:** Additional file 4 — Significantly (FDR <0.05 ) enriched GO terms in the set of heat responsive genes.

Additional file 4 Significantly (FDR < 0.05) enriched GO terms in the set of heat responsive genes

GO term	Category	GO description
Upregulated		
GO:0009611	Biological process	response to wounding
GO:0004867	Molecular function	serine-type endopeptidase inhibitor activity
GO:0009605	Biological process	response to external stimulus
GO:0004866	Molecular function	endopeptidase inhibitor activity
GO:0030414	Molecular function	peptidase inhibitor activity
GO:0048046	Cellular component	apoplast
GO:0006073	Biological process	cellular glucan metabolic process
GO:0044042	Biological process	glucan metabolic process
GO:0044264	Biological process	cellular polysaccharide metabolic process
GO:0005976	Biological process	polysaccharide metabolic process
GO:0004553	Molecular function	hydrolase activity, hydrolyzing O-glycosyl compounds
GO:0034641	Biological process	cellular nitrogen compound metabolic process
GO:0016798	Molecular function	hydrolase activity, acting on glycosyl bonds
GO:0004857	Molecular function	enzyme inhibitor activity
GO:0006457	Biological process	protein folding
GO:0044262	Biological process	cellular carbohydrate metabolic process
GO:0005576	Cellular component	extracellular region
GO:0044106	Biological process	cellular amine metabolic process
GO:0016757	Molecular function	transferase activity, transferring glycosyl groups
GO:0005975	Biological process	carbohydrate metabolic process
GO:0006520	Biological process	cellular amino acid metabolic process
GO:0006519	Biological process	cellular amino acid and derivative metabolic process
GO:0009308	Biological process	amine metabolic process
GO:0016787	Molecular function	hydrolase activity
GO:0003824	Molecular function	catalytic activity
GO:0044238	Biological process	primary metabolic process
Downregulated		
GO:0042221	Biological process	response to chemical stimulus
GO:0016829	Molecular function	lyase activity
GO:0005506	Molecular function	iron ion binding
GO:0020037	Molecular function	heme binding
GO:0046906	Molecular function	tetrapyrrole binding
GO:0004175	Molecular function	endopeptidase activity
GO:0004713	Molecular function	protein tyrosine kinase activity
GO:0016491	Molecular function	oxidoreductase activity
GO:0003824	Molecular function	catalytic activity

How the deposited data were processed for this re-analysis (not part of the article)

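Messenger RNA of maize leaves was measured by RNA sequencing in 47 libraries, which cover 8 inbred lines, 3 heat levels (25°C, 32°C and 38°C during the day) and 2 replications per line and heat level, with 1 library missing. The authors aligned single-end reads with TopHat2 2.0.3 to B73 RefGen_v3 and counted them per gene, and the values are raw counts for 17905 genes. Samples were grouped by line, heat level and replicate as labelled, and all 47 columns were matched to a label. Totals per library ranged from 3687700 to 20642205 counts, with a median of 12346491. Plants of a heat level were grown in 1 growth chamber experiment, so that the effects of heat level and experiment are not separated by the design.

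Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes with at least 2 CPM (counts scaled to a library of standard size) in at least 2 libraries were kept, which were all 17905 genes, and counts were scaled by TMM. Overall heat responsive genes came from edgeR's quasi-likelihood F test of the slope on the heat level over all libraries (model (4)), at a Benjamini-Hochberg adjusted p under 0.05 and a log2 slope beyond 2 in either direction. Each line was then fitted alone with the same test and thresholds (model (5)), and genes called in one direction in all 8 lines were counted as common. The edgeR fits used a prior count of 0.125. For heat tolerance genes, the linear expression change of each line, 2 to the power of its log2 slope, was regressed on the heat susceptibility index (model (6)). The index was computed from the trait values of Additional file 1 and has 1 value per line. A gene was called at a two-sided exact permutation p under 0.05 over all 40320 pairings of lines and index, not adjusted, and a slope δ beyond 2.

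Differences of the slope between lines, between Flint and Dent lines and between susceptible and tolerant lines were tested by edgeR's quasi-likelihood test in a joint fit with an intercept and a slope per line, and the departure from linearity by an added term for 32°C, each at an adjusted p under 0.05. Chance was further tested, after the counts were seen, by permuting the residuals of the fit without the tested term over the libraries, on log2 CPM with limma. Principal components were taken from centred log2 CPM with a prior count of 2. The biological coefficient of variation is the square root of edgeR's common dispersion. Tests on 8 lines or on splits of 4 against 4 lines were exact.

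Lists of genes of the C4 cycle and Rubisco, of mesophyll and bundle sheath markers and of benzoxazinoid biosynthesis were fixed, with the thresholds, the alternatives and the rule for named genes, before the data were examined. Of the 12 benzoxazinoid genes, 10 were tested, and 4 had been seen to rise in Additional file 3. Lists defined by gene descriptions were not run, because the reference table pairs IDs with symbols only. In their place, lists by symbol were written before any test and after the layout of the tables was known. They cover heat shock proteins, heat stress transcription factors, protein disulfide isomerases, light-harvesting proteins, glutathione S-transferases, antioxidant genes, jasmonate genes, cytokinin signalling genes, aquaporins, autophagy genes, cellulose synthases, ribosomal proteins, calcium signalling genes, the WRKY, NAC, bZIP and AP2/EREBP families, tubulins, senescence-associated proteases and asparagine synthetases. Members were counted over all genes and adjusted over the list alone, and each list was compared with the other genes by camera with a preset correlation of 0.01 and with an estimated correlation, with no call holding under the latter. MapMan bins were taken from Additional file 3, whose genes the study selected on these libraries.

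Genes were named by a rule. It takes every gene of Tables 3 and 4 and Actin1, and the 12 largest rises and 12 largest falls among the overall heat responsive genes with one sign in all 8 lines and a mean of at least 1 log2 CPM. It adds the 5 largest positive and 5 largest negative estimates at an adjusted p under 0.05 in the Flint against Dent contrast, the tolerance contrast and the test of linearity, with the same minimum, and the 5 largest positive and negative δ. It further adds the 4 members of each list or bin with the largest slope in size and at least 0 log2 CPM, and the genes that hold more than 1% of all counts. Values of Additional file 3 and of Tables 3 and 4 had been seen before the rule was written.

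The alternatives were DESeq2 size factors, DESeq2, the edgeR likelihood ratio test with gene-wise dispersions, other filters, the line or the replicate number as a covariate, 38°C against 25°C only, genes above 1% of counts left out, libraries thinned to 3687700 counts, and leaving out each replicate, library or line. For the slopes per line, a joint fit and a common intercept were added, and for heat tolerance genes the regression p, the log2 scale, a prior count of 2, standardized traits and smaller gene sets. Alternatives chosen after seeing the data were leaving out the 3 libraries closest to another line, the joint fit with the likelihood ratio test, and slopes of the joint fit with the regression p. The steps were tested on simulated data with known changes. Gene ontology enrichment, the quantitative PCR measurements and the traits themselves were not analysed here.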

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

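The test of the linear scale of the expression change, the tests with permuted residuals and the counts without libraries closest to another line were chosen after the results were seen. In the libraries labelled S070 and P040 at 32°C, replicate 1, genes that differ between these lines at 38°C by more than 2 on the log2 scale (726 genes) had a median position of 0.907 and 0.917, where 0 is the labelled line and 1 the other line. A mixture of both samples would put these medians between 0.2 and 0.8, and a response of the line to 32°C would move the replicate 2 libraries too, which lay at 0.0901 and 0.149. The positions are consistent with swapped labels of these 2 libraries, which stays open because the plants themselves were not compared. In the 25°C libraries labelled P040 replicate 1 and L017 replicate 2, the median positions over 1062 genes were 0.520 and 0.427, against 0.130 and 0.119 in the other replicates. Swapped labels would need both above 0.8, so a candidate explanation is that these samples were mixed with each other. The 32°C library labelled P040, replicate 2, lay at 0.217 on this scale, inside the range of 0.2 to 0.8 that a mixture would give, so the range does not set the 2 libraries apart by itself and mixing stays open.

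Of the 602 overall heat responsive genes, 75.1% rose. With the genes above 1% of counts left out before scaling, the share was 75.1%. This speaks only to the part of the most counted genes in the scaling. Leaving them out does not return the reads they took from other genes, so their effect through depth stays open. In libraries thinned to the same total the share of rising genes was 79.0%. These totals still held the most counted genes, with a mean of 82.6% of counts at 25°C and 57.9% at 38°C before thinning. Thinning therefore did not even out the depth of the other genes, and library size stays open. With DESeq2 size factors the share was 76.1%. These also assume that most genes do not change, so TMM stays open too. Each heat level was grown in 1 experiment, so that an effect of the growth chamber experiment and one of the heat level cannot be told apart. The response of the plants to heat, the biological explanation in the design, stays open with it. Of 100 assignments of the heat levels to the libraries, only the real one called as many, with 602 genes against at most 47 in the others. This argues against chance for the number of genes only as far as libraries can be exchanged. The assignments ignored the lines, and residuals of libraries with the same replicate number were correlated, with a median of 0.177 within a heat level.

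Few heat tolerance genes fell with the heat level, 8.82% of the 102 genes having a mean log2 change below 0. On the log2 scale of the expression change, 39.0% of the 146 genes called had a mean below 0. On the linear scale, a gene that falls in all 8 lines can change by at most its whole expression. With these index values its δ cannot pass 2 in size, so the linear scale by itself keeps such genes out of the calls. Among all 764 genes with an exact permutation p under 0.05, 52.4% had a mean below 0, against 45.3% of all genes. These 764 genes carry no limit on δ, while the 102 do. They therefore do not decide whether an excess of strongly rising genes plays a part. In random pairings of the index with the lines, the median share below 0 was 8.03%. Chance cannot be excluded for the number of heat tolerance genes, because 80 of 100 pairings called as many, with 102 genes in the real one and up to 435 in the others.

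In 4 of 64 groups of lines (8 each, or 7 where a line has no replicate pair), 1 line stood apart from the others in its log2 change, where chance gives about 1 in 20 groups. The nucleoside diphosphate kinase gene GRMZM2G013478 had 2.41 in P040 and 0.57 to 1.40 in the other lines, and GRMZM2G157019, of chromatin assembly, -0.22 in S058 and 1.06 to 2.08 in the others. GRMZM2G041527 had -0.00972 in P040 (1.16 to 2.19 in the others), and GRMZM2G110553 had 4.16 in S058 (0.62 to 1.80 in the others). These 4 genes are in the paper's list of heat tolerance genes, chosen by their relation to the index, so the chance rate may not hold for them.

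The slopes of 31 genes differed between lines, and 0 did so without either replicate. In splits that assign the lines anew within heat levels, 1 of 40, the real one, called as many and the others at most 21, but such splits also move the differences in level between lines into the residual, so they do not decide. With the residuals of a fit with 1 slope for all lines permuted over the libraries, 1 of 100 permutations, the real one, called as many, with 38 genes (limma) against at most 2 in the others. This argues against chance for the limma count only if residuals can be exchanged between libraries. Residuals of libraries with the same replicate number were correlated, with a median of 0.177 within a heat level, and some labels are in doubt, so chance is not excluded. Between Flint and Dent lines 29 genes differed, 22 of them higher in Flint, and chance cannot be excluded, as 2 of the 35 splits into 4 and 4 lines called as many and another split called 31. Without the libraries closest to another line, 58 genes differed, 28 of them among the 29, and leaving out either replicate left 0, with edgeR's quasi-likelihood test (1786 genes at an unadjusted p under 0.05 over all libraries, 97 called by DESeq2). The wall-associated kinase gene GRMZM2G576752 had a mean slope of -1.63 ± 1.82 (SD, n = 4) in Flint and -4.19 ± 0.346 (n = 4) in Dent lines, a difference of 2.56 (edgeR, adjusted p = 0.0493). The differences were 2.20 in GRMZM2G147221, 1.97 in GRMZM2G136635, 1.96 in GRMZM2G333045 and 1.67 in GRMZM5G816243. In the other direction, the glutamate dehydrogenase gene GRMZM2G427097 had 0.35 ± 0.907 in Flint and 3.53 ± 1.63 in Dent lines, a difference of -3.18, followed by -1.82 in GRMZM2G012174, -1.58 in GRMZM2G058612, -1.46 in GRMZM2G492296 and -1.36 in GRMZM2G165192. Between susceptible and tolerant lines, 1 gene differed, GRMZM2G043240, with -2.44 (standard error 0.388, edgeR, adjusted p = 0.00509), its log2 changes being 1.52 to 3.21 in the tolerant and -1.04 to 0.42 in the susceptible lines. The same 1 gene differed without the libraries closest to another line. Chance cannot be excluded for that count, as 17 of 35 splits called as many and another split called 31.

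At 32°C, a response the paper models as linear, 4378 genes departed from the line between 25°C and 38°C, 2408 upward and 1970 downward, and 178 of them are overall heat responsive genes. Leaving out the libraries closest to another line gave 4248 genes, 3911 of them among the 4378. In splits that assign the heat levels anew within lines, 1 of 40, the real one, called as many and the highest other called 0, but such splits move the linear effect of heat into the residual, so they do not decide. With the residuals of the linear fit permuted, 1 of 100 permutations, the real one, called as many, with 4287 genes (limma) against at most 5 in the others. This argues against chance as far as residuals can be exchanged between libraries. An effect of the 32°C growth chamber experiment cannot be told apart from one of the heat level. The 37 ribosomal protein genes listed by symbol had a median log2 slope of 0.79, with 28 rising and 0 falling, or 31 and 0 adjusted over the list alone (camera, adjusted p = 6.45e-08, and adjusted p = 0.455 with an estimated correlation), for example 1.84 in GRMZM5G887054 (standard error 0.147, adjusted p = 7.01e-14). The 12 autophagy genes had a median of -0.35, with 0 rising and 7 falling over all genes and adjusted over the list alone (camera, adjusted p = 0.0449, and adjusted p = 0.201 with an estimated correlation), for example -0.65 in GRMZM2G064212 (standard error 0.108, adjusted p = 3.29e-06). With the line as a covariate, that adjusted p was 0.0563, and without the libraries closest to another line 0.0572.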

How the results depend on the processing

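Alternatives chosen after seeing the data were leaving out the libraries closest to another line, the joint fit with the likelihood ratio test and joint slopes with the regression p. Over the alternatives set beforehand, the summary results kept their direction and size in 158 cases, moved past 1.5 times in 84, and passed or lost a test in 1 case each, while the named genes stayed on their side of the threshold in 4876 cases, lost it in 423, gained it in 65, moved in 26 and reversed in 5. The overall count ranged from 438 (without replicate 1) to 756 (without replicate 2). Every gene passes the filter on low counts and edgeR's filterByExpr removes 0 genes, so these 2 comparisons say nothing about stability. Depth limits genes with few counts most, and the smallest library holds 3687700 counts. The cause of the changes below was not tested, apart from settings in which fewer genes were tested.

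Reversed values were found for the GRMZM2G586702 overall log2 slope, which ranged from -5.24 to 0.11 (without replicate 2 and without replicate 1), and for the GRMZM2G175351 overall log2 slope, from -0.57 (without replicate 2) to 4.99 (without replicate 1). The GRMZM2G063392 overall log2 slope was 0.17 with DESeq2. The GRMZM2G371793 delta (the slope on the heat susceptibility index) ranged from -6.89 (without replicate 2) to 36.1 (without replicate 1), and the GRMZM2G162374 delta from -123 (without replicate 2) to 47.6 (without line S070).

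Counts per line moved with the test. The likelihood ratio test gave 657 in S067, 351 in L043, 994 in L012, 464 in L023, 740 in L017, 722 in S070 and 324 in P040. DESeq2 gave 189 in L043, 189 in L023, 331 in L017, 571 in S070 and 256 in P040. The joint fit gave 161 in L043, 718 in L012, 251 in L023, 357 in L017, 568 in S070 and 437 in P040. A common intercept gave 1054 in S067, 566 in L043, 1352 in L012, 1155 in L023, 1063 in L017, 1351 in S070 and 1134 in P040. The joint fit with the likelihood ratio test gave 513 in S067, 270 in L043, 888 in L012, 348 in L023, 534 in L017, 656 in S070 and 565 in P040. S058 had 683 in the joint fit, 1059 with a common intercept and 870 in the joint fit with the likelihood ratio test, under L012 each time. More genes rose than fell in L017 with the likelihood ratio test (525 and 215), DESeq2 (177 and 154) and the joint fit (224 and 133), and in L043 in the joint fit (87 and 74), against more falling genes in the lines fitted alone with the quasi-likelihood test. Without the libraries closest to another line, S070 had 566. With the replicate number as a block, S067 had 187, L043 3, L023 13 and L017 15. The median correlation of residuals between libraries with the same replicate number was 0.140, and within a heat level it was 0.177, with 60 of 77 pairs above 0.1. Plants of a heat level stood in complete blocks, and the paper does not say whether pools of one number hold plants of the same blocks, so the replicate number may or may not pair related libraries. With the replicate block, the genes called in all 4 tolerant lines were 2 rising and 0 falling (6 and 4 without it), and those in all 4 Flint lines 0 and 0 (2 and 1 without it).

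Leaving out 1 library moved the count past 1.5 times in every line except S058. Without 25°C replicate 1, 25°C replicate 2, 32°C replicate 1, 32°C replicate 2, 38°C replicate 1 and 38°C replicate 2, in that order, the counts were 43, 99, 220, 446, 94 and 76 in S067, 0, 0, 3, 1.0e+02 (27 rising and 74 falling), 5 and 41 in L043, 65, 56, 150, 325, 203 and 100 in L012, 1, 21, 0, 38, 1 and 5 in L023, 8, 2, 566, 410, 48 and 48 in S070, and 0, 0, 12, 69, 0 and 0 in P040. In L017, which has no 32°C replicate 2, they were 0, 0, 558, 11 and 4.

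The common heat responsive genes numbered 16 with the likelihood ratio test, 9 with DESeq2, 11 in the joint fit, 41 with a common intercept, 13 in the joint fit with the likelihood ratio test and 8 in the joint fit without the libraries closest to another line, and 0 to 2 when the same library was left out in every line, with 2 only without 32°C replicate 2. The heat tolerance genes numbered 203 with standardized traits, 16 among genes called in at least 1 line and 7 among overall heat responsive genes, where fewer genes were tested. Leaving out a line or a replicate gave 90 (without line L043) to 183 (without either replicate). Of the genes of Table 4, 34 passed with all lines. Only 10 did so among the 93 genes without line P040, and 14 among the 113 without line S070. Without another line they were 22 (S067) to 29 (L023). The slopes that differed between lines were 227 with DESeq2 and 0 without either replicate. Between Flint and Dent lines they were 97 with DESeq2, 58 without the libraries closest to another line and 0 without either replicate. Between susceptible and tolerant lines they were 12 with DESeq2, 2 with the replicate block and 0 without either replicate. With edgeR and all libraries the unadjusted p was under 0.05 in 1477, 1786 and 932 genes. Departures from linearity numbered 1858 without replicate 1 and 2022 without replicate 2. PC2 of the 500 most variable genes held 14.7% of the variance and did not part the pools (exact permutation test, p = 0.6). The biological coefficient of variation was 0.470 with lines as replicates. With the replicate block, the C4 list had a median of -0.31 and passed its set test (adjusted p = 0.0488, and adjusted p = 0.385 with an estimated correlation).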

Differences from the paper's values

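Alternatives chosen after seeing the data are named as such beside their values, and all others were set before the data were examined. Counts are at the paper's stated thresholds. The paper gives no range for its counts, so a value is called within range here where the 2 differ by at most 1.5 times. In the lines, the paper's count of falling genes in S058 is 248 and the value here 404, with 301 in the joint fit and 321 to 331 without a 25°C or 38°C library within its range. For rising genes in S067 the paper's count is 284 and the value here 163, with 244 in the joint fit and 259 without 32°C replicate 2 within range. In L043 the paper's counts are 133 rising and 94 falling and those here 15 and 35, with 174 rising under the likelihood ratio test and 121 (DESeq2), 74 (joint fit) and 74 (without 32°C replicate 2) falling within range. For rising genes in L012 the paper's count is 515 and the value here 251, with 772 (likelihood ratio test), 537 (joint fit) and 533 (common intercept) within range. In L023 the paper's counts are 225 rising and 108 falling and those here 13 and 12, with 313 and 151 under the likelihood ratio test, 172 and 79 in the joint fit and 91 falling with DESeq2 within range. In L017 the paper's counts are 290 and 152 and those here 12 and 14, with 224 and 133 in the joint fit, 356 and 202 without 32°C replicate 1, 215 falling under the likelihood ratio test and 154 falling with DESeq2 within range. For rising genes in S070 the paper's count is 289 and the value here 169, with 291 (DESeq2), 317 (joint fit), 299 (without 32°C replicate 1) and 220 (without 32°C replicate 2) within range. In P040 the paper's counts are 177 rising and 141 falling and those here 0 and 0, with 149 and 175 under the likelihood ratio test, 125 and 131 with DESeq2 and 198 rising in the joint fit within range. Other alternatives for these counts stayed outside this range. Chosen after seeing the values, the joint fit with the likelihood ratio test gave 343 falling in S058, 338 rising in S067, 161 and 109 in L043, 688 rising in L012, 241 and 107 in L023, 348 and 186 in L017 and 382 rising in S070, and leaving out the libraries closest to another line gave 299 rising in S070, with no list of the paper's genes per line to count what they drop.

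The paper counts 7 common rising and 7 common falling genes, and 0 and 0 were called here. P040 had 0 calls here, which alone fixes at 0 the share and the overlaps of all, Dent and susceptible lines. The likelihood ratio test gave 7 and 9, DESeq2 6 falling and the joint fit 7 falling within the paper's range, and the other alternatives set beforehand stayed outside. The joint fit with the likelihood ratio test, chosen after seeing the values, gave 6 and 7 and drops 3 of the 14 genes of Table 3, and the joint fit without the libraries closest to another line, also chosen after seeing the values, gave 7 falling. The paper's share of common genes is 1% and the value here 0%, with 0.546% under the likelihood ratio test and 0.519% in the joint fit, which both round to the paper's whole percent, and 0.496% with DESeq2, which does not. In Flint lines the paper's overlaps are 13 rising and 11 falling and those here 2 and 1, with 16 and 15 (likelihood ratio test), 9 and 10 (DESeq2) and 9 rising (joint fit) within range. In Dent lines the paper's are 28 and 22 and those here 0 and 0, with 27 and 29 (likelihood ratio test), 26 falling (DESeq2) and 31 falling (joint fit) within range. In tolerant lines the paper's are 21 and 17 and those here 6 and 4, with 23 rising (likelihood ratio test), 23 falling (DESeq2) and 17 falling (joint fit) within range. In susceptible lines the paper's are 17 and 17 and those here 0 and 0, with 15 and 20 (likelihood ratio test), 13 falling (DESeq2) and 14 falling (joint fit) within range. Chosen after seeing the values, the joint fit with the likelihood ratio test gave 14 and 10 in Flint, 30 rising in Dent, 18 and 21 in tolerant and 15 and 19 in susceptible lines, and drops 3 of the 14 genes of Table 3 from its overlap of all lines.

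The paper counts 39 heat tolerance genes, 28 with a positive and 11 with a negative δ, and 102, 79 and 23 were called here. No alternative set beforehand brought the total within range. For the positive genes 33 (log2 scale) and 41 (standardized traits) were within it, and for the negative genes 15 (prior count of 2) and 13 (without line L017). The slope on the log2 scale is another measure than the paper's δ. Of the 39 genes of Table 4, these 4 settings called 11, 17, 27 and 28 in that order, against 34 in the main fit, so the nearer counts do not mean the same genes. The paper's δ of GRMZM2G094990 is 14.66 and the value here 9.17, with a standard error of 4.42. Without line S058 it was 10.3 and without line S070 13.3, both within that standard error of the paper's value. The paper counts 14 heat shock genes in its heat response group, while 25 rising genes were counted here in the whole heat stress bin, a wider group, for which no alternatives were run.

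Additional file 3 gives, for the paper's overall heat responsive genes, log2 slopes of 586 genes, and the median absolute difference to the slopes here was 0.0394, with 0 genes of another sign. For 17 genes the difference was above 1 standard error, and no alternatives were compared for them. The paper's slope and the slope here were 9.96 and 13.07 in GRMZM2G070172, 4.28 and 2.34 in GRMZM2G133988, 3.28 and 2.40 in GRMZM2G023786, 5.19 and 3.78 in GRMZM2G028665, 4.87 and 3.85 in GRMZM2G064096, 5.17 and 6.57 in GRMZM2G079965, 3.09 and 2.00 in GRMZM2G042253, 5.22 and 6.47 in GRMZM2G000326, 3.34 and 2.48 in GRMZM2G006287, -7.27 and -5.77 in GRMZM2G092169, 8.61 and 10.20 in GRMZM2G096680, 6.76 and 9.09 in GRMZM2G119737, 4.22 and 2.98 in GRMZM2G137964, 4.04 and 2.52 in GRMZM2G143457, 4.04 and 2.75 in GRMZM2G176354, 5.05 and 3.84 in GRMZM2G468111, and 2.69 and 1.75 in GRMZM5G898259.

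The paper's text describes the heat response group as rising throughout. The bin of heat stress in Additional file 3 is a wider group, and the paper's own slopes there and the slopes here both hold 25 rising genes and 1 falling gene, GRMZM2G175860. The text describes the cytochrome P450 genes as rising, while Additional file 3 itself holds 4 rising and 2 falling genes, the split found here. It describes the lipid genes as rising, while Additional file 3 itself holds 10 rising and 1 falling, and here 9 rose and GRMZM2G480516 fell. The text reports calcium-dependent signalling genes in a larger number than the 5 of the calcium bin in Additional file 3, all of which rise there and here. In the paper's Table 2, L012 has the most heat responsive genes, while here S058 had the most with each line fitted alone (969, and 384 in L012), and L012 had the most of these 2 lines in the joint fit (718 and 683) and with a common intercept (1352 and 1059), and, chosen after seeing the values, in the joint fit with the likelihood ratio test (888 and 870).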

Other observations

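Of 11 genes of the C4 cycle and Rubisco, 4 fell with increasing heat levels, 1 rose and 6 did not pass the test, with the same counts adjusted over the list alone. The phosphoenolpyruvate carboxykinase gene GRMZM2G001696 fell from 652 ± 202 CPM (SD, n = 16 libraries) at 25°C to 265 ± 72.8 (n = 16) at 38°C, a log2 slope of -1.29 (standard error 0.192, adjusted p = 4.54e-07). The Rubisco activase gene GRMZM2G162200 fell with a log2 slope of -1.24 (standard error 0.213, adjusted p = 5.66e-06) and the pyruvate phosphate dikinase gene GRMZM2G306345 with -0.89 (standard error 0.129, adjusted p = 2.38e-07), while GRMZM2G162282 rose with 1.09 (standard error 0.341, adjusted p = 0.00792). As a set these genes did not pass the test (camera, adjusted p = 0.0683). Of 5 mesophyll markers 1 fell and 0 rose, and of 6 bundle sheath markers 3 fell and 1 rose, with the same counts adjusted over the list alone, and neither list passed as a set (adjusted p = 0.127 for both). Of 10 benzoxazinoid genes tested, 4 rose and 1 fell, or 4 and 2 adjusted over the list alone, and the rising genes include the indole-3-glycerol phosphate lyase gene GRMZM2G085381, with a log2 slope of 3.99 (standard error 0.771, adjusted p = 3.88e-05). All 4 rising genes were seen in Additional file 3 before the list was fixed, so their direction is not independent evidence, and the list did not pass as a set (camera, adjusted p = 0.318).

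Among lists by symbol, light-harvesting genes had 0 rising and 2 falling of 7 (both ways of adjusting), GRMZM2G155216 with -1.65 and GRMZM2G402936 with -0.83 (camera, adjusted p = 0.224). Of 34 jasmonate genes 11 rose and 8 fell, or 11 and 9 adjusted over the list alone. The 12-oxophytodienoate reductase genes GRMZM2G000236 and GRMZM2G106303 rose with 3.28 and 2.76, and the lipoxygenase gene GRMZM2G109056 fell with a log2 slope of -2.03 (camera, down, adjusted p = 0.909, with a median of 0.20). Of 24 cytokinin signalling genes 2 rose and 7 fell, or 2 and 6 adjusted over the list alone (camera, adjusted p = 0.187), and of 20 aquaporin genes 3 rose and 5 fell, or 3 and 6 adjusted over the list alone, with GRMZM2G081843 at -1.59. Their median was -0.08 and their mean 0.19 (camera, down, adjusted p = 0.370). Of 13 cellulose synthase genes 1 rose and 6 fell, or 2 and 8 adjusted over the list alone, with a median of -1.26 and -1.86 in GRMZM2G424832 (camera, adjusted p = 0.249). Of 8 tubulin genes 1 rose and 5 fell, both ways of adjusting, with 2.01 in GRMZM2G153292 and -1.84 in GRMZM2G133802 (camera, adjusted p = 0.392). Of 6 senescence-associated protease genes 0 rose and 3 fell, both ways of adjusting, with -1.68 in GRMZM2G093032 (camera, adjusted p = 0.187). Of 3 asparagine synthetase genes 2 rose and 1 fell, both ways of adjusting (camera, adjusted p = 0.487), and Additional file 3 holds 2 of them.

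Of the MapMan bins of Additional file 3, whose genes the study chose on these libraries, so that their counts are not independent evidence, receptor kinases had 17 falling and 4 rising of 21, with -3.18 in GRMZM2G137861 (standard error 0.521, adjusted p = 2.48e-06). Peroxidases had 4 falling and 1 rising of 5, with -4.35 in GRMZM2G117706. All 4 glutathione S-transferase genes rose, and cell wall genes had 15 rising and 3 falling of 18. Amino acid genes had 7 rising and 4 falling of 12, hormone genes 11 and 10 of 22, with -2.96 in the cytokinin dehydrogenase gene GRMZM2G348452 (standard error 0.226, adjusted p = 1.70e-14), photosynthesis genes 0 and 5 of 7, and transport genes 19 and 12 of 31.

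At 32°C, GRMZM2G120619 lay 5.70 (standard error 0.449, edgeR, adjusted p = 1.17e-12) and AC208915.3_FG010 5.62 (standard error 0.461, adjusted p = 2.63e-12) above the line between 25°C and 38°C on the log2 scale, and GRMZM2G144997 lay at -2.96 (standard error 0.341, adjusted p = 9.48e-09) from it.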
